# MORF2-mediated plastidial retrograde signaling is involved in stress response and skotomorphogenesis beyond RNA editing

**DOI:** 10.3389/fpls.2023.1146922

**Published:** 2023-03-28

**Authors:** Madhura M. Yapa, Paymon Doroodian, Zhenyu Gao, Peifeng Yu, Zhihua Hua

**Keywords:** plastid, MORF2/RIP2, RNA editing, retrograde signaling, stress response, skotomorphogenesis, reactive oxygen species, inducible CRISPR Interference

## Abstract

Retrograde signaling modulates the expression of nuclear genome-encoded organelle proteins to adjust organelle function in response to environmental cues. MULTIPLE ORGANELLAR RNA EDITING FACTOR 2 (MORF2) was initially recognized as a plastidial RNA-editing factor but recently shown to interact with GUN1. Given the central role of GUN1 in chloroplast retrograde signaling and the unviable phenotype of *morf2* mutants that is inconsistent with many viable mutants involved in RNA editing, we hypothesized that MORF2 has functions either dosage dependent or beyond RNA editing. Using an inducible Clustered Interspaced Short Palindromic Repeat interference (iCRISPRi) approach, we were able to reduce the *MORF2* transcripts in a controlled manner. In addition to MORF2-dosage dependent RNA-editing errors, we discovered that reducing MORF2 by iCRISPRi stimulated the expression of stress responsive genes, triggered plastidial retrograde signaling, repressed ethylene signaling and skotomorphogenesis, and increased accumulation of hydrogen peroxide. These findings along with previous discoveries suggest that MORF2 is an effective regulator involved in plastidial metabolic pathways whose reduction can readily activate multiple retrograde signaling molecules possibly involving reactive oxygen species to adjust plant growth. In addition, our newly developed iCRISPRi approach provided a novel genetic tool for quantitative reverse genetics studies on hub genes in plants.

## Introduction

Chloroplasts not only function as a powerhouse converting light energy into sugar through photosynthesis, but also compartmentalize multiple metabolic pathways for the biosynthesis of amino acids, fatty acids, and phytohormones (Chan et al., 2016). Given their vital importance, intensive studies have been focused on the function and development of chloroplasts (Jarvis and Lopez-Juez, 2013). One central topic is about the coordination between nuclear gene expression and the physiological and developmental status of chloroplasts, named anterograde (nucleus to chloroplasts) and retrograde (chloroplasts to nucleus) signaling (Chan et al., 2016). Because >95% of the chloroplast proteins are encoded by nuclear genes with the remainder encoded by the chloroplast genome, the expression of these two sets of proteins needs to be promptly controlled to maintain the stoichiometry of protein complexes assembled in the chloroplasts (Woodson and Chory, 2008). The activity of these complexes is sensitive to environmental cues such as light quality and/or intensity (Woodson and Chory, 2008; Chan et al., 2016). Since not all absorbed photons from photosystems are fixed, excess ones often alter the reduction/oxidation (redox) state of the photosynthetic electron transfer chain and induce oxidative damage (Bassi and Dall'osto, 2021). Additional stresses can further disrupt the balance of redox and metabolites in chloroplasts and promote the formation of reactive oxygen species (ROS) (Chan et al., 2016; Li and Kim, 2022). Increasing ROS and metabolic changes generate multiple signals, so called retrograde signaling (RS), to orchestrate vast expression changes of nuclear genes involved not only in chloroplast photoprotection but also in other intracellular functions (Chan et al., 2016; Bassi and Dall'osto, 2021; Dopp et al., 2021).

Emerging evidence has demonstrated a central role of chloroplasts/plastids in stress defense through RS. For example, the lincomycin-induced RS has been discovered to suppress and activate phytochrome and ethylene pathways, respectively, resulting in inhibition of photomorphogenesis of seedlings growing under a moderate light condition. The discoveries from these studies suggest a photoprotection role of RS during seedling de-etiolation (Martin et al., 2016; Gommers et al., 2021; Veciana et al., 2022). Given the presence of multiple RS molecules, it is plausible that some may have no impact on plant photomorphogenesis, such as that resulting from the arrested albino plastids of *pap7-1*, a mutant that lacks plastid-encoded RNA polymerase-associated proteins (Grubler et al., 2017). In addition to photomorphogenesis, the RS molecule, methylerythritol cyclodiphosphate (MEcPP), induces an array of nuclear genes responsible for general stress response (Walley et al., 2015; Benn et al., 2016).

While RS regulates the expression of nuclear-encoded chloroplast proteins, chloroplast genome-encoded proteins are under an organelle-specific posttranscriptional regulation, called RNA editing (Small et al., 2020). Although a multigene protein family composed of pentatricopeptide repeat (PPR) proteins has been demonstrated for specific recognition and/or cytidine deamination of RNA-editing sites, the biochemical roles of many other PPR-interacting factors are unknown (Takenaka, 2014; Small et al., 2020). Among these factors is a small family of nuclear genome-encoded proteins, termed MULTIPLE ORGANELLAR RNA EDITING FACTORs (MORFs). Mutant studies and protein-protein interaction analyses suggest that they are involved in a devoted RNA editosome (Takenaka et al., 2012). Although RNA editing was first documented 30 years ago, its biological influence is yet not clear because several Arabidopsis mutants showing RNA-editing errors both in mitochondria and chloroplasts have no or only mild growth defects (Takenaka et al., 2010; Sun et al., 2013). However, the null mutant allele, *morf2-1*, is albino with errors/deficiencies in multiple chloroplast RNA editing sites. Further analyses identified physical interactions of MORF2 with selected PPR proteins (Takenaka et al., 2012). Despite these, the detailed biochemical function of MORF2 in RNA editing is yet not clear. Intriguingly, MORF2 was recently shown to interact with GENOMES UNCOUPLED 1 (GUN1), one of the central players in RS. Transcriptomic analyses discovered a *gun* molecular phenotype in *MORF2* overexpression plants, suggesting its negative function in RS regulation. Moreover, compared to wild type (WT), differential RNA-editing profiles were observed in both *gun1* null mutant and the *MORF2* overexpression lines when treated with the bleaching herbicide norflurazon (NF) (Zhao et al., 2019). Although this discovery suggests a possible interplay between RNA editing and RS, it remains elusive whether and how the observed RNA-editing changes result from RS or *vice versa* (Larkin, 2019; Zhao et al., 2019).

Delineating MORF2-mediated early interaction between RS and RNA editing would further our understanding about the biological function of RNA editing, explore the formation of RNA editosome, and categorize differential RS pathways in plant stress response. Because all up-to-date genetic studies in RS and RNA editing involve either strong pharmacological treatments or knockout mutants, which result in severe or no phenotypes, the early signaling in both pathways remains unknown. In this work, we applied a novel inducible Clustered Regularly Interspaced Short Palindromic Repeat interference (iCRISPRi) approach to quantitatively monitor early transcriptome and RNA-editing changes upon the gradient reduction of MORF2. Further physiological and expression analyses, in combination with the structure feature and a recent finding of a holdase-like chaperon activity of MORF2 (Yuan et al., 2022), collectively suggest that MORF2 is a stress effector in addition to its previously discovered role in RNA editing.

## Materials and methods

### Plant materials and growth conditions

Unless otherwise noted, the Arabidopsis reference accession Col-0 was used as the WT control. The mutants, *morf2-2* (stock number: SALK_094930) and *ctr1-1* (stock number: CS8057), were obtained from the Arabidopsis Biological Resource Center (ABRC) at the Ohio State University. Locations of the T-DNA insertion in *morf2-2* was confirmed by genomic Polymerase Chain Reaction (PCR) analysis using the primers indicated in **Figure 1B**. All oligonucleotide primers used in this study are listed in **Table S1**.

**Figure 1:**
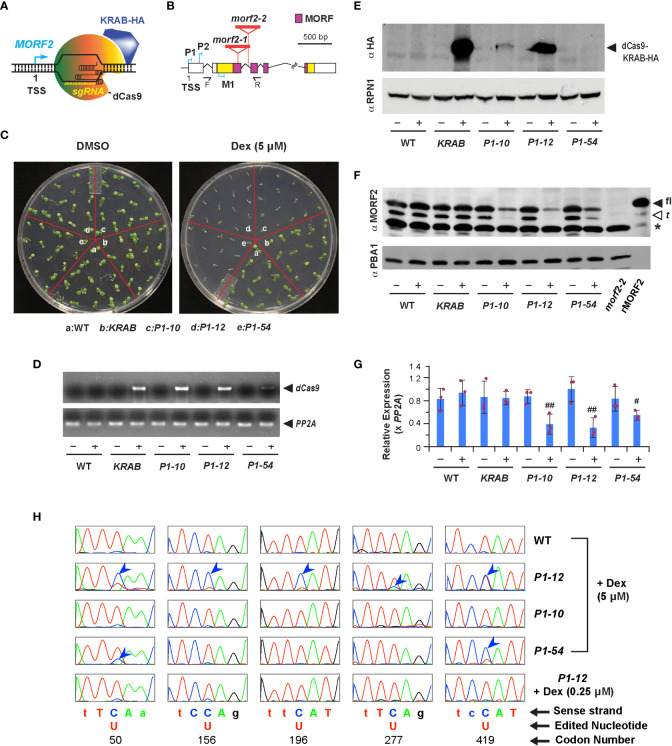
Downregulation of MORF2 by iCRISPRi inhibits plant growth prior to influencing RNA editing in chloroplasts. **(A)** A diagram showing the binding of dCas9-KRAB and sgRNA to the *MORF2* locus. TSS: transcription start site. **(B)** Schematic representation of the *MORF2* locus. Folded lines indicate introns, and the colored and white boxes represent coding and untranslated regions, respectively. Regions encoding the MORF domain are pink colored. Red triangles locate the T-DNA insertion sites for the *morf2-1* and *morf2-2* alleles. P1, P2, and M1 indicate the position of three protospacers. F and R represent the site of forward and reverse primers, respectively, used in combination with LBa1 (a left border primer of the T-DNA) for confirming the homozygous *morf2-2* allele by PCR. Primer sequences are listed in **Table S1**. **(C)** Growth phenotypes of 7-d-old seedlings grown under LD on 1/2 MS media supplemented with 0.1% DMSO (DMSO hereafter) or 0.1% DMSO plus 5 μM Dex (5 μM Dex hereafter). **(D)** sqRT-PCR identifies an induced expression of *dCas9* only in the indicated transgenic plants treated with 5 μM Dex as shown in **(C)**. – and + indicate DMSO and 5 μM Dex treatments, respectively, herein as well as in **(E-G)**. **(E)** Immunoblot analysis showing the detection of dCas9-KRAB-HA fusion in *KRAB*, *P1-10*, and *P1-12* seedlings treated with 5 μM Dex as shown in **(C)**. A proteasome subunit, RPN1, was used as a control indicating nearly equal protein loading. **(F)** Dex treatment reduced protein products of MORF2 in three *P1* transformants but not in *KRAB*. Protein extracts from 7-d-old *morf2-2* seedlings and *E. coli* cells expressing recombinant MORF2 (rMORF2) were used as negative and positive controls showing the absence and presence of MORF2, respectively. The full-length (fl) and truncated (t; putatively processed by peptidases) MORF2 are indicated by the closed and open arrowheads, respectively. The asterisk identifies an unknown cross-reacting species. A proteasome subunit, PBA1, was used as a control indicating nearly equal protein loading. **(G)** qPCR analysis of *MORF2* transcripts in 7-d-old seedlings treated with or without 5 μM Dex as shown in **(C)**. Relative expression of *MORF2* is normalized to one of the three WT biological replicates treated with DMSO. *PP2A* shown in this figure and in **Figures 2E**, **3E**, **7** was used as reference standards. Bars represent mean ( ± SD) from three biological replicates, each with three technical replicates. The maroon dots indicate three data points of replicates in each bar. # and ## indicate statistically significant differences between the two treatments within the same genotype (Student’s *t*-test, *P* < 0.05 and 0.01, respectively). **(H)** Comparison of sequencing chromatograms containing five indicated editing sites in the transcripts of *ndhB* gene obtained from 7-d-old light grown seedlings as indicated. Blue arrowheads point to the cytidine sites with lower editing efficiencies to uridine compared to WT. Genetic codons containing an editing site are capitalized and numbered.

Seeds harvested at the same time from plants grown under an identical environmental condition were used for growth assay. Dried seeds were vapor-phase surface sterilized for 3 to 5 h in the presence of 100 mL NaOCl (bleach) supplemented with 3 mL HCl. For seedlings grown under a long day (LD) photoperiod (16-h white light (120 μmol m^-2^ s^-1^)/8-h darkness at 21**°**C and 19**°**C, respectively), seeds were stratified in water at 4°C under darkness for three days before germination on half-strength Murashige-Skoog (1/2 MS; Caisson Labs) medium plus 1% (w/v) sucrose. For dark or dim light grown seedlings, seeds were briefly hydrated in water and plated on 1/2 MS without sucrose for stratification at 4°C under darkness for three days before germination. Dark grown seedlings were germinated in sealed two layers of aluminum foil wrap for three days with the same temperature condition as LD upon a 6-h germination initiation under white light (120 μmol m^-2^ s^-1^). Dim light grown seedlings were directly germinated and treated under continuous white light (1.5 μmol m^-2^ s^-1^) and temperature (23°C) for three days. Different concentrations of dexamethasone (Dex; MilliporeSigma), 1-Aminocyclopropane-1-carboxylate (10 μM ACC; MP Biomedicals), sliver nitrate (5 μM AgNO3; MilliporeSigma), lincomycin (Linc, 0.5 mM; MilliporeSigma), norflurazon (NF, 5 μM; MilliporeSigma), hygromycin B (30 mg/L; Calbiochem), and phosphinothricin (15 mg/L; Gold Biotechnology) were filter sterilized and added into the 1/2 MS medium after autoclave (121°C, 30min).

To prepare plants for seed propagation and transformation, 7-d-old seedlings grown on 1/2 MS under LD were planted on mixed soil containing 1/3 vermiculite, 1/3 peat moss, and 1/3 compost soil and grown under LD. Adult plants were fertilized once before bolting with 0.1% (w/v) 20-20-20 (Miracle-Gro), Calcium Nitrate (0.17 mM) and Magnesium Sulfate (0.33 mM).

### Plasmid construction and plant transformation

The coding sequence for the fusion protein Flag-dCas9-KRAB-HA was PCR amplified from pHSN6I01 (addgene, Plasmid #50587) and cloned into the XhoI-SpeI sites of pTA7002 binary transformation vector to yield pTA7002-*Dex_p_:KRAB* (Aoyama and Chua, 1997). Upon ligation, an AscI site was introduced in front of SpeI site, between which an expression cassette for *P1*, *P2*, or *M1* synthetic single-guide RNA (*sgRNA*) gene was inserted to generate a dual expression construct, pTA7002-*Dex_p_:KRAB U6-26_p_:P1, P2*, and *M1*, respectively. Each *sgRNA* expression cassette containing *U6-26_p_*, *sgRNA* gene and *U6-26_t_* was constructed by overlapping PCR using pCBC-DT1T2 (addgene, Plasmid # 50590) as a template. To construct *Yellow Fluorescent Protein* (*YFP*) tagged *35S:MORF2-YFP* overexpression construct, the coding sequence of *YFP* was first PCR amplified from pEarleyGate101 (ABRC, #CD3-683) and cloned into pFGC5941 binary transformation vector between BamHI and XbaI sites. Upon construction, a 39-nucleotide DNA fragment encoding for a 13-amino acid linker (GSAGGGGGGGGGG) was introduced in-frame at the 5’-end of *YFP*. The resulting construct was further introduced with a coding sequence for HA or MORF2 in the AscI-BamHI sites in fusion with *YFP* to yield pFGC5941-*35S:HA-YFP* or pFGC5941-*35S:MORF2-YFP*, respectively.

All constructions were sequence-confirmed and introduced into the *Agrobacterium tumefaciens* strain GV3101, which was used to transform Col-0 using the floral dip method (Bent, 2006). Plants containing a single transgenic insertion were identified based on a 3:1 (resistant/sensitive) segregation ratio of T2 plants grown on 1/2 MS medium containing 30 mg/L hygromycin B for plants transformed with transgenes cloned in pTA7002 vector, or 15 mg/L phosphinothricin for plants transformed with transgenes cloned in pFGC5941 vector. Unless otherwise noted, all the experiments were performed using T4 or T5 progeny of homozygous transgenic plants carrying one transgenic insertion.

### RNA isolation and gene expression analysis

Total RNA was extracted from 10-50 mg seedlings using NucleoSpin RNA Plus kit (Macherey-Nagel) in accordance with the manufacturer’s protocol. Three independent biological samples were prepared for each assay. From each sample, 1.5 μg of total RNA was treated with DNase I (Thermo Fisher Scientific) for 15 min at room temperature prior to be converted into cDNA using the SuperScript III first-strand synthesis system (Thermo Fisher Scientific) following the manufacturer’s instructions. The resulting cDNA was then used as a template for either semi-quantitative Reverse-Transcription PCR (sqRT-PCR) or real-time quantitative (qPCR) analyses with primers listed in **Table S1**.

qPCR was performed on a Bio-Rad CFX Connect real-time PCR detection system using PowerUp™ SYBR™ Green Master Mix (Thermo Fisher Scientific) with three technical replicates for each of three biological samples. In a 10 μL qPCR reaction, 4 μL of cDNA (diluted 1/30 following first-strand synthesis) was amplified with 5 μL PowerUp™ SYBR™ Green Master Mix, and 0.5 μL each of 10 μM forward and reverse primers. Reactions were run in a cycling program consisting of 95°C for 5 min, 45 cycles of 95°C for 10 sec, 60°C for 10 sec, and 72°C for 30 sec, and followed by a melting curve program and cooling at 40°C for 2 min. Fluorescence data were collected at the end of each 72°C extension step, and continuously during the melting curve program. Relative gene expression was calculated according to the 2-ΔΔCt method with *SERINE/THREONINE PROTEIN PHOSPHATASE 2A* (*PP2A*) used as an internal control.

For transcriptome sequencing, two replicates of total RNA were isolated using the same method as described above from 8-d-old *KRAB* and *P1-12* seedlings grown vertically on 1/2 MS media supplemented with or without different concentrations of Dex. For each sample, 1 μg RNA was used for pair-end 150-mer deep sequencing on a NovaSeq 6000 platform (Novogene). Adapter and low-quality sequences were removed from the raw FASTQ sequencing data (available at the Gene Expression Omnibus under accession number GSE213405) using Trimmomatic [phred=33, minimum length=36; (Bolger et al., 2014)]. The resulting valid sequences were aligned to the *A. thaliana* Col-0 reference genome (TAIR10; www.arabidopsis.org) using TOPHAT2 (Kim et al., 2013) to identify accepted hits of each locus. HTSeq was then used to calculate an absolute expression level (counts) of each locus based on the accepted hits (Anders et al., 2015).

To maximize cross experimental comparisons, we applied two standards for determining an expressed gene. For Significantly Differentially Expressed Gene (SDEG) analysis between *KRAB* and *P1-12* seedlings shown in **Figure 2**, raw expression data (counts) from 10 transcriptomes with two from each of *P1-12* (+DMSO), *P1-12* (+0.025 μM), *P1-12* (+0.25 μM), *KRAB* (+DMSO), and *KRAB* (+0.25 μM) were normalized to counts per million (CPM). A gene was considered as expressed if its CPM was above 2 in at least nine transcriptomes compared. For cross experimental comparisons, raw counts were normalized among 12 transcriptomes with two from each of *P1-12* (+DMSO), *P1-12* (+0.025 μM), Col6-3 (LS for 1/2 Linsmaier and Skoog medium), Col6-3 (+NF), *gun1-9* (+NF), and *morf2-2* (GM for Gamborg’s B5 basal medium). A gene was retained as expressed if it had a greater than 0.5 CPM in at least 11 samples. Similarly in the second cross experimental comparison for studying ethylene-regulated genes, we normalized the raw counts of four transcriptomes from *P1-12* (+DMSO) and *P1-12* (+0.25 μM) and considered a gene as expressed if it was expressed above 0.5 CPM in at least three samples. Normalized transcriptomes of expressed genes were further analyzed to calculate relative expression (Log_2_FC, FC for fold changes) and SDEGs ([Log_2_FC] ≥ 1; FDR < 0.01%) using edgeR (Robinson et al., 2010).

**Figure 2:**
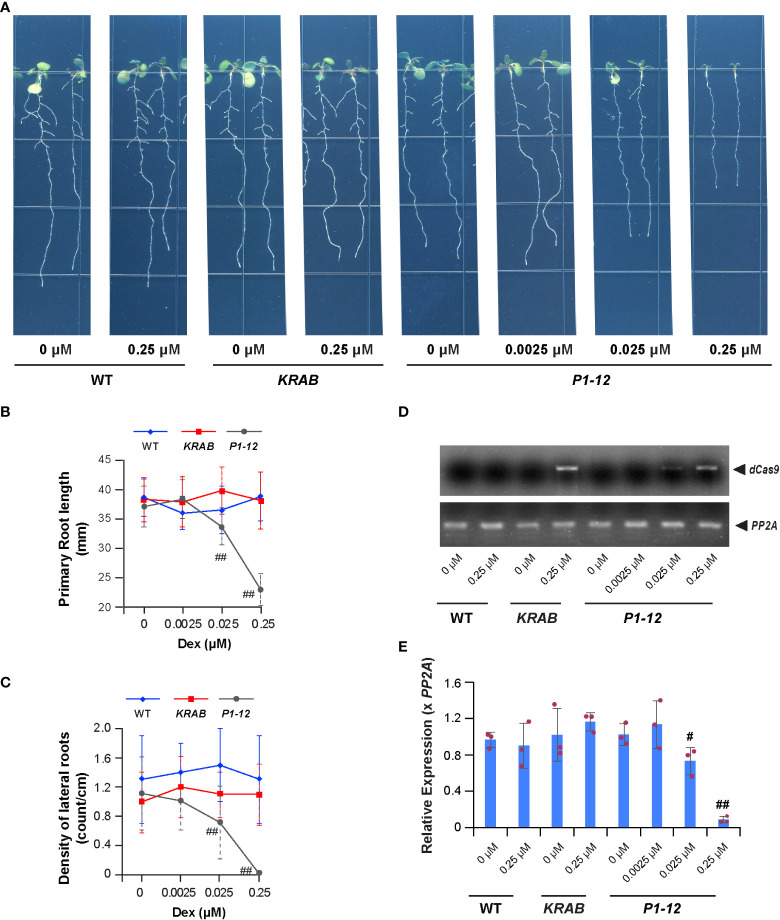
A MORF2 dosage-dependent growth inhibition. **(A)** Representative images showing seedlings from indicated genotypes grown vertically for 8 d under LD on 1/2 MS media supplemented with different concentrations of Dex. **(B, C)** Dex treatment inhibits primary **(B)** and lateral **(C)** root growth of *P1-12* but not *KRAB*. The seedlings shown as in **(A)** were scanned and measured for primary root length using NeuronJ plugin in ImageJ. Visual lateral root number was counted manually. The density of lateral roots was normalized by the primary root length. **(D)** sqRT-PCR identifies the expression of *dCas9-KRAB* gene in seedlings of *KRAB* (+0.25 μM Dex) and *P1-12* (+0.025/0.25 μM Dex). *PP2A* amplicons were shown to indicate a similar input of cDNA templates among different samples. **(E)** Dex treatment inhibits *MORF2* expression in *P1-12* at a concentration as low as 0.025 μM. Relative expression (mean ± SD) was normalized to *PP2A* from three biological replicates, each with three technical replicates. All data points were further normalized to one of the three biological replicates of WT seedlings grown under the DMSO treatment. The data points of replicates in each bar are indicated with maroon dots. *P* values were calculated using Student’s *t*-test. # and ##: *P* (< *P1-12* (+DMSO)) < 0.05 and 0.01, respectively.

GO enrichment analysis was performed using a classical enrichment analysis embedded in the topGO package (Alexa et al., 2006). The assignment of GO functional categories was based on the TAIR GO categories from aspect “biological process” (ATH_GO_GOSLIM_20150408.txt) (Berardini et al., 2004). All GO terms at level 2 with *P* < 1e-10 (Fisher’s exact test) were considered to be overrepresented within each group of SDEGs. The list of SDEGs in GO:0009723 term was resolved using the “sigGenes” and “genesInTerm” functions in the topGO package (Alexa et al., 2006). Clustering analysis was performed using Heatmap.2 in R (http://www.r-project.org) based on row Z-scores of each expressed gene calculated by normalized CPM or relative expression.

### RNA editing efficiency

Total RNA was extracted from 7-d-old LD-grown seedlings treated with different concentrations of Dex and converted to cDNA as described above. PCR fragments of *ndhB* were specifically amplified from the cDNA and sequenced using the primers listed in **Table S1**. The RNA editing efficiency at each site was measured by the proportion of sequenced thymine chromatogram area to that of cytosine at the editing site analyzed.

Transcriptome-wide analysis of chloroplast RNA-editing efficiency is performed using the RNA sequencing data obtained from 8-d-old *KRAB* and *P1-12* seedlings upon Dex or DMSO treatments. The accepted reads of each locus obtained above in transcriptome analysis were sorted according to their positions in the Arabidopsis genome and saved as an aligned Binary Alignment Map (BAM) file. The resulting BAM file was further used to generate an index file using SAMtools (Li et al., 2009). Both position-sorted BAM and index files were loaded into the Integrative Genomics Viewer (IGV) program (Robinson et al., 2023) for manually examining the counts of thymine and cytosine nucleotides present in reads aligned with a specific editing site to digitally represent its editing efficiency. For each editing site, the counts of two biological replicates of the same genotype were combined and used to determine its statistically significant change of editing efficiency upon Dex treatment using Fisher’s exact test. All 33 known chloroplast RNA-editing sites as described in Takenaka et al. (Takenaka et al., 2012) were examined.

### Immunoblotting analysis

7-d-old LD-grown seedlings treated with or without 5 μM Dex were harvested, pulverized in liquid nitrogen, and immediately used for total protein extraction in 2 x SDS-PAGE sample buffer at 95°C for 5 min. Upon being resolved in SDS-PAGE, proteins were electrophoretically transferred onto polyvinylidene difluoride membranes (Immobilon-P; Millipore Sigma) for immunoblotting analysis.

MORF2 antibodies were raised against a MORF2-6His fusion in rabbits (Envigo Bioproducts). The antigenicity of MORF2 antibodies were verified by the absence and presence of protein bands with the expected size of full-length MORF2 (flMORF2) in *morf2-2* and a tag-free recombinant MORF2 (rMORF2), respectively. rMORF2 was produced in BL21 *E. coli* cells transformed with pET28-MORF2, in which the CDS of *MORF2* was inserted in the NcoI-EcoRI sites. Antibodies against 6His (Novagen), GST (Santa Cruz Biotechnology), the HA epitope (Biolegend), and α-tubulin (Sigma-Aldrich), were obtained from the indicated sources. Antibodies against RPN1 and PBA1 were used as previously described (Yu and Hua, 2022). Upon incubation with primary antibodies, each blot was further incubated with either goat anti-rabbit or goat anti-mouse secondary antibodies conjugated with horseradish peroxidase (SeraCare), and then visualized with SuperSignal West Pico Chemiluminescent Substrate or SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific), as according to the manufacturer’s instructions. Chemiluminescent signals on the immunoblot were scanned using an Azure 600 western blot imaging system (Azure Biosystems).

### Measurement of H_2_O_2_ production in root tips

*KRAB* and *P1-12* seedlings were germinated and grown in liquid 1/2 MS media supplemented with 0, 0.025, and 0.25 μM Dex for 4 d with slow shaking (100 rpm) at 23°C under continuous white light (120 μmol m^-2^ s^-1^). Upon treatment, 10 seedlings of each sample were selected and transferred separately into an Eppendorf tube containing 1 mL liquid 1/2 MS medium freshly mixed with 2 μM CM-H2DCFDA (Molecular Probes) for 10 min with gentle agitation. Fluorescence signals were observed under a Nikon Eclipse E600 epifluorescence microscope and recorded with Spot 5.2 software using the same exposure settings. Average fluorescence intensity in a fixed area (0.1 mm x 0.25 mm) that includes ~ 0.2 mm of a root tip was measured using ImageQuant5.2 (GE Healthcare).

## Results

### Reduction of *MORF2* transcripts by iCRISPRi inhibits seedling growth

CRISPRi applies a deactivated Cas9 (dCas9) fused with a transcriptional repressor to inhibit transcription of a target locus that is recognized by co-expressed sgRNAs (**Figure 1A**; Gilbert et al., 2013). Its effectiveness in plants has not been well documented (Karlson et al., 2021). To explore this technology, we adapted the *dCas9-KRAB* repressor from Gilbert et al (2014) and fused it with a Dex-inducible promoter (*Dex_p_*) in pTA7002 (Aoyama and Chua, 1997). 

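The P1 protospacer, GAACTGGTAAGAAGTAAGAA, has 1 exact match beside an NGG motif in the TAIR10.1 genome, on the plus strand of chromosome 2 from 14162303 to 14162322, and the PAM that follows it is AGG. The match lies at the 3′ end of AT2G33420, a gene on the plus strand that spans 14158671 to 14162618. The first 2 bases of the match are the last 2 of the AT2G33420 coding sequence, which ends at 14162304, and the others fall in the part of the same exon that follows the coding sequence. On the plus strand the genome around the P1 site reads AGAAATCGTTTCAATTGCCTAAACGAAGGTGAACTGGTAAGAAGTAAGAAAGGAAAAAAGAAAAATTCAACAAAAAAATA. The P2 protospacer, AATTGTTTGTTGTTTTACG, matches the plus strand from 14162470 to 14162488, before a PAM of AGG and after the coding sequence of AT2G33420. Both positions come from a search of the reference genome and carry no measurement.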

Given the strong CRISPRi activity obtained within -50 to +300 nucleotide (nt) of the transcription start site (TSS) of a gene in human cells (Gilbert et al., 2014), we designed three *sgRNA* genes, *P1*, *P2*, and *M1*, containing a protospacer targeted to a similar region of the *MORF2* locus (**Figure 1B**; **Table S2**; Xie et al., 2014). We raised 4, 9, and 4 independent T4 homozygous transgenic lines that were transformed with a dual expression construct carrying *Dex_p_*:*dCas9-KRAB*::*U6-26_p_:P1*, *P2*, and *M1*, respectively. As a negative control, we obtained 6 independent lines stably transformed with *Dex_p_*:*dCas9-KRAB* alone. Hereafter, we referred them as *P1*, *P2*, *M1*, and *KRAB* transformants. After screening seedlings grown on 1/2 MS medium containing 5 μM Dex under LD, we found severe growth inhibition in three *P1* independent lines but only mild or nonsignificant phenotypes in *P2* and *M1* transformants, respectively. As a negative control, *KRAB* grew as normally as WT (**Figures 1C**, **S1A**). Therefore, a protospacer close to the TSS region is likely required for suppressing the transcription of *MORF2*.

To demonstrate iCRISPRi-mediated *MORF2* expression suppression, we first found by both sqRT-PCR and immunoblot analyses the expression induction of *dCas9-KRAB* in three *P1* transformants and *KRAB* upon Dex treatment. Neither protein bands nor RT-PCR products of *dCas9-KRAB* transgene were identified in WT or when transgenic seedlings were treated with DMSO only (**Figures 1D, E**). Consistent with the expression induction of *dCas9-KRAB*, we identified using anti-MORF2 polyclonal antibodies that the abundance of two protein species corresponding to the sizes of full-length (fl-) and truncated (t*-*) versions of MORF2 was apparently reduced in three *P1* seedlings treated with 5 μM Dex but not in other samples (**Figure 1F**). Additional qPCR confirmed significant reduction of *MORF2* transcripts in these samples as well (**Figure 1G**). While we detected a clear band of dCas9-KRAB by anti-HA antibodies in *P2* and *M1* seedlings treated with 5 μM Dex, the reduction of MORF2 was minor, suggesting that their weak phenotypes are likely due to the low efficiency of sgRNAs (**Figure S1B**).

### *P1* sgRNA is specific to *MORF2*

To rule out the possibility of off-target suppression by *P1* sgRNA, we analyzed the expression of six top off-target candidates (**Figure S2A**). 

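RNA from 8-d-old seedlings of P1-12 and KRAB was sequenced in 10 libraries, 2 each for P1-12 (+DMSO), P1-12 (+0.025 μM Dex), P1-12 (+0.25 μM Dex), KRAB (+DMSO) and KRAB (+0.25 μM Dex). P1-12 carries the Dex-inducible dCas9-KRAB repressor with the P1 sgRNA, and KRAB carries the repressor alone. The authors trimmed the reads with Trimmomatic, aligned them to TAIR10 with TopHat2 and counted reads per gene with HTSeq, and the deposited table holds these raw counts for 33602 loci. The libraries hold 12965935 and 12602935 counts in P1-12 (+DMSO), 10366360 and 10851775 in P1-12 (+0.025 μM Dex), 9139050 and 10236033 in P1-12 (+0.25 μM Dex), 11572935 and 29749669 in KRAB (+DMSO), and 40544617 and 11258981 in KRAB (+0.25 μM Dex). The 16721 genes with more than 2 CPM in at least 9 libraries were compared by edgeR's quasi-likelihood test with TMM scaling, in 1 model of the 5 groups that share an estimate of the spread. At the thresholds that the paper states, SDEGs have an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.0001. A single gene or a list member counts as higher or lower at an adjusted p under 0.05. The paper calls the 2 libraries of a group biological replicates and does not say how their seedlings were kept apart, and the p-values measure the spread between them. On simulated counts of these libraries, 50 genes were given each fold between P1-12 (+DMSO) and P1-12 (+0.25 μM Dex). Of these, 46 with 4-fold and 48 with 2-fold changes passed the count filter. The test called 100% of those 46 and 54.2% of those 48 as SDEGs. Of the same 48, 95.8% reached an adjusted p under 0.05. A true 2-fold change lies on the fold threshold itself, so its rate as an SDEG reflects that threshold more than the power of the test.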

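MORF2, the RNA-editing factor gene targeted by the P1 sgRNA, fell in P1-12 (+0.25 μM Dex) to 0.470 times its level in P1-12 (+DMSO) (95% interval 0.421 to 0.525). Its raw counts were 1411 and 1435 in P1-12 (+DMSO), 1107 and 1158 in P1-12 (+0.025 μM Dex), and 497 and 599 in P1-12 (+0.25 μM Dex), or 115 ± 3.84, 108 ± 2 and 54.2 ± 2.64 CPM (mean ± SD, n = 2). The log2 fold change was −1.09 (SE 0.07, adjusted p = 2.04e-08) at 0.25 μM Dex by edgeR's quasi-likelihood test, which makes MORF2 an SDEG. At 0.025 μM Dex it was −0.10 (SE 0.07, 95% interval −0.25 to 0.05, edgeR adjusted p = 0.469), so a fall was not detectable with 2 libraries per group, and the interval ends at 0.839 times the control level. In KRAB (+0.25 μM Dex) the value against KRAB (+DMSO) was −0.02 (95% interval −0.16 to 0.13), and the Dex response of MORF2 differed between P1-12 and KRAB by −1.07 (SE 0.10, adjusted p = 1.36e-06) in edgeR. AT2G33420, which holds the P1 site, has 0 or 1 count in every library and could not be tested. Of the 6 other measured neighbours of MORF2, 3 were higher and 2 lower in P1-12 (+0.25 μM Dex). AT2G33400 fell by 1.82 (SE 0.14) and PRPL28, a plastid ribosomal protein gene, by 1.72 (SE 0.09), while AT2G33390 rose by 0.46 (SE 0.11) and AT2G33410 by 0.30 (SE 0.07). Such changes were common: of all 16721 tested genes, 4727 were higher and 4885 lower in the same comparison. The 17 plastid ribosomal protein genes of a fixed list were all lower, with a median of −1.73. In the MORF family 4 of 8 measured members fell, MORF2 included, with MORF9 at −1.11 (SE 0.07) and MORF3 at −0.51 (SE 0.11), and 1 rose; the set test of the family gave an adjusted p = 0.287 with an estimated correlation.

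**Figure D1:**
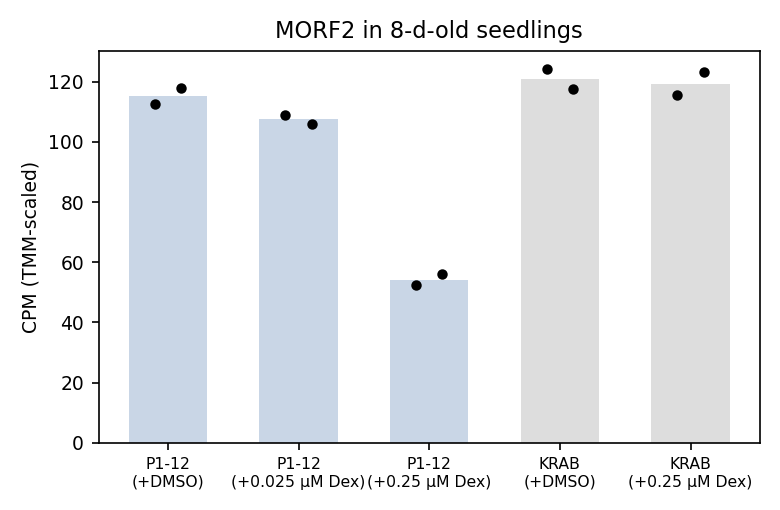
TMM-scaled CPM of MORF2 in each of the 10 libraries, with 2 libraries (points) per group of 8-d-old seedlings. Bars give the group means.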

Applying a transcriptome-wide analysis (see below), we only found *MORF2* with a greater than 2-fold expression reduction in *P1-12* treated with 0.25 μM Dex. The expression of off-targets maintained either no changes, undetectable, or upregulated in *P1-12* (+0.25 μM Dex) (**Figures S2B, C**). Therefore, the *P1* sgRNA does not likely bind to its putative off-target loci in *P1-12*.

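In the TAIR10.1 genome no site beside an NGG motif differs from the P1 protospacer by 1 to 3 bases, and 10 sites differ by 4. Of these 10 sites, 4 lie in, or up to 1000 bases upstream of, 5 loci and 6 lie at none; of the loci, AT2G18100, ARP6 (AT3G33520) and scpl48 (AT3G45010) had enough counts to be tested. scpl48, which encodes a serine carboxypeptidase-like protein, was lower in P1-12 (+0.25 μM Dex) than in P1-12 (+DMSO), with a log2 fold change of −0.77 (SE 0.14, adjusted p = 0.000256) by edgeR's quasi-likelihood test (n = 2), and is no SDEG; its site GAACCTGTAAGAAGTCATAA has the substitutions T5C, G6T, A16C and G18T. AT2G18100 and ARP6 did not pass the test, and no mismatch-bearing locus was an SDEG, against 8.06% of all tested genes downregulated (Fisher's exact test, two-sided, p = 1, with 3 loci that could hardly show an enrichment). AT3G20730 and AT3G04015 fell below the count filter. The loci come from this search of the genome and need not be the candidates of Figure S2A. For the exact P1 site the same search did not return MORF2, so loci near the other sites may be missed too.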

To further test the specific expression inhibition of *MORF2*, we crossed *P1-12* with a *35S:MORF2-YFP* overexpression transgenic line to examine whether the reduced growth of *P1-12* upon 0.25 μM Dex treatment could be rescued. We also crossed *P1-12* with a *35S:HA-YFP* transgenic plant as a control. Because homozygous *MORF2* overexpression plants often induce co-suppression of *MORF2* and lead to variegation phenotypes not only in early seedlings but also to all aerial tissues in adult plants (**Figure S2D**), only F1 plants were analyzed. We detected no growth differences among the three genotypes when seedlings were treated with DMSO only. However, upon 0.25 μM Dex treatment, both primary root growth and lateral root formation were suppressed in *P1-12*. Interestingly, this suppression was completely restored in the F1 plants of *P1-12 x 35S:MORF2-YFP* (**Figures S2E, F**), suggesting that *MORF2-YFP* complements the expression suppression of the endogenous *MORF2*. We also observed a partial growth recovery in the F1 plants of *P1-12 x 35S:HA-YFP* likely due to a 50% reduction of *dCas9-KRAB* and *P1 sgRNA* alleles. Hence, *P1* sgRNA is specific to *MORF2*.

### MORF2 reduction suppresses plant growth in addition to affecting RNA editing

The development of iCRISPRi*-*mediated transcription suppression of *MORF2* allowed us to modulate its endogenous products in a controlled manner. Consequently, we can quantify the influence of MORF2 on RNA editing and plant growth. As a control, we also characterized a new *morf2-2* T-DNA insertion mutant allele to study the severest growth and developmental impact by loss-of-function of *MORF2* (**Figures 1B, F**). In addition to previously discovered albino and RNA-editing deficiency phenotypes in *morf2-1* (Takenaka et al., 2012), *morf2-2* showed retarded embryo development and disrupted embryo structures that led to varied seedling morphology upon germination (**Figure S3**).

Because *ndhB* mRNA has the severest editing errors in *morf2-1* and carries the highest number of RNA-editing sites among chloroplast mRNAs (Takenaka et al., 2012), we first compared RNA-editing efficiencies in its five codons that encode the 50th, 156th, 196th, 277th and 419th amino acids in 7-d-old LD-grown *P1-12* seedlings treated with different concentrations of Dex using a Sanger sequencing approach. While we detected approximately 25, 20, 10, 75, and 50% C-to-U editing efficiencies for the five sites in 7-d-old LD-grown *P1-12* seedlings treated with 5 μM Dex (**Figure 1H**), the editing efficiencies were either as normal as WT in *P1-12* seedlings treated with 0.25 μM Dex or fully abolished to 0% in *morf2-1* (**Figures 1H**, **S3E**, respectively), indicating a MORF2 dosage-dependent RNA-editing phenotype. Consequently, fewer RNA-editing errors were observed in *P1-10* and *P1-54* upon 5 μM Dex treatment due to a weaker suppression of *MORF2* (**Figures 1F–H**, **S1C**). No RNA editing errors were identified in WT and *KRAB* when treated with 5 μM Dex (**Figures 1H**, **S4**), further confirming the specificity of *P1* sgRNA to the *MORF2* locus.

We then examined the growth of 8-d-old *P1-12* seedlings grown vertically under LD on 1/2 MS media containing different concentrations of Dex. Surprisingly, we observed significant reductions of primary root length and density of lateral roots of its seedlings treated with Dex at a concentration as low as 0.025 μM, 200-fold below the concentration that caused detectable RNA-editing errors by the Sanger sequencing approach (**Figures 2A–C**). Interestingly, the expression induction of *dCas9-KARB* and suppression of *MORF2* were detected in accordance with seedling growth inhibition (**Figures 2D, E**). This result was inconsistent with the well-known RNA-editing function of MORF2 (Yuan et al., 2022). To carefully examine this discrepancy, we developed a transcriptome-wide analysis of chloroplast RNA-editing efficiency. Based on the counts of thymine and cytosine nucleotides present in reads aligned with a specific editing site, we were able to precisely decipher the editing efficiencies of all 33-known chloroplast RNA-editing sites (Takenaka et al., 2012; **Table S3**). Interestingly, three and eight sites had significant changes of C-to-U editing efficiency in *P1-12* (+0.025 μM Dex) and *P1-12* (+0.25 μM Dex), respectively, compared to *P1-12* (+DMSO). However, as a control, only one site showed a significant but small change of the editing efficiency in *KRAB* (+0.25 μM Dex) compared to *KRAB* (+DMSO) (*P* < 0.05, Fisher’s exact test with Bonferroni adjustment). Therefore, this digital data analysis better reflects the response of chloroplast RNA-editing machinery to the expression reduction of *MORF2*.

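The 2 sites of ndhD, a subunit gene of the chloroplast NADH dehydrogenase-like complex, that passed the test were edited more in P1-12 (+0.25 μM Dex) than in P1-12 (+DMSO), while those of ndhB, psbZ and rps14 were edited less. By Fisher's exact test on the pooled C and T counts of Table S3 (two-sided, Bonferroni over 34 sites), ndhD 383 rose from 53.8% (95% interval 42.2 to 65.2) to 83.7% (76.4 to 89.5; adjusted p = 0.000174), and psbZ 50 fell from 76.5% (95% interval 73.8 to 79) to 66.7% (63.4 to 69.9; adjusted p = 8.92e-05). The other sites that passed at 0.25 μM Dex were ndhD 674 (from 58.7% to 80.1%), ndhF 290 (from 4% to 12.4%) and rpl23 89 (from 92% to 95.4%), edited more, and ndhB 149 (from 77.6% to 62.3%), ndhB 1481 (from 93.6% to 83.5%), rps14 80 (from 95.3% to 90.2%) and rps14 149 (from 93.5% to 89.5%), edited less, which makes 9 in all (15 with Benjamini-Hochberg adjustment, ndhD 2 among those edited less). The lines also differed without Dex: ndhD 383 was edited to 74.2% and ndhD 674 to 74.3% in KRAB (+DMSO), so that P1-12 (+DMSO) stood at −20.4 and −15.6 points beside it, where the rises with Dex were 29.9 and 21.4 points (Fisher's exact test between the controls, p = 0.00371 and 0.0103, adjusted p = 0.126 and 0.349), and of 34 sites ndhB 1255 and ndhB 1481 passed in this comparison, which was added after seeing the data. Of these, ndhB 1481 stood at 86.1% in KRAB (+DMSO) and 93.6% in P1-12 (+DMSO) (Fisher's exact test, adjusted p = 0.0403). The other, ndhB 1255, stood at 98.3% and 93.4% (Fisher's exact test, adjusted p = 0.0243). At 0.025 μM Dex, ndhD 674 rose to 79.8% (Fisher's exact test, adjusted p = 0.0492), ndhB 1481 fell to 83.2% (adjusted p = 0.00452) and rpoA 200 rose from 86.4% to 90.2% (adjusted p = 0.000346). Both falls of ndhB 1481 start from the same P1-12 (+DMSO) pool, which lay above that of KRAB (+DMSO). In KRAB, ndhB 1255 fell from 98.3% to 93.8% (Fisher's exact test, adjusted p = 0.0367), and with Benjamini-Hochberg adjustment 5 sites passed, ndhD 383 (−17.7 points, adjusted p = 0.0470), ndhB 149, ndhB 1255, rpoC1 488 and rps14 80. With Bonferroni over all 3 comparisons, the calls of ndhF 290 at 0.25 μM Dex (adjusted p = 0.0846), ndhD 674 at 0.025 μM Dex (0.148) and ndhB 1255 in KRAB (0.110) end, which leaves 8, 2 and 0 sites by Fisher's exact test. Of the 10 plastid transcripts with examined sites that had enough counts for edgeR, ATCG00130 (atpF, 2.89, SE 0.34 on the log2 scale), ATCG00180 (rpoC1, 1.46, SE 0.25) and ATCG01050 (ndhD, 0.84, SE 0.28) rose in P1-12 (+0.25 μM Dex). Another 2 fell, among them ATCG00740 (rpoA, −0.83, SE 0.11). ATCG01050 did not pass with the Wald test of DESeq2 (0.86 on the log2 scale, adjusted p = 0.110). Its call was also lost without P1-12 (+0.25 μM Dex) replicate 1 (0.50), P1-12 (+DMSO) replicate 1 (0.80) or P1-12 (+DMSO) replicate 2 (0.88 on the log2 scale). How RNA was selected for the libraries, on which the level of plastid transcripts depends, is not stated. The counts of Table S3 are pooled by the paper, so this test compares pools of reads (42 to 1416 per site in P1-12 (+0.25 μM Dex), median 190) and not replicates. From the changed sites in P1-12 and the single site in KRAB, the paper concludes that this digital analysis better reflects how the editing machinery responds to the MORF2 reduction.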

### MORF2 negatively regulates stress response

To tackle early gene expression regulatory pathways involving MORF2, we analyzed the transcriptome changes of *P1-12* in response to the gradient expression reduction of *MORF2*. Through RNA-Seq analysis, we identified 161 and 1,131 upregulated SDEGs (≥ 2-fold changes, FDR (false discovery rate) < 0.01%), and 27 and 1,602 downregulated SDEGs, in 8-d-old LD-grown *P1-12* seedlings upon 0.025 and 0.25 μM Dex treatments, respectively, in comparison to the control treated with DMSO (**Figures 2A**, **3A**). Among them, 145 and 22 up and downregulated SDEGs (90.1 and 81.5%, respectively) from *P1-12* (+0.025 μM Dex) are included in *P1-12* (+0.25 μM Dex), suggesting that they are the early responsive genes to *MORF2* reduction (**Figure 3A**).

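BGLU45, a β-glucosidase gene, rose more than any other gene named here in P1-12 (+0.25 μM Dex), with a log2 fold change of 8.05 (SE 0.16, adjusted p = 7.56e-13) over P1-12 (+DMSO) by edgeR's quasi-likelihood test (n = 2). MYB51 (AT1G18570, chromosome 1, 6389399 to 6391386 in TAIR10.1), a regulator of indole glucosinolate synthesis, rose by 5.27 (SE 0.11), the glutamate decarboxylase gene GAD4 by 7.08 (SE 0.36) and the chitinase-like AT2G43590 by 5.26 (SE 0.39). The plant defensin genes PDF1.2 and PDF1.3 rose by 5.53 (SE 0.40) and 5.39 (SE 0.32), with the limit that PDF1.2 has near-identical copies among which the reads could be split. The largest falls include MLP28 (−5.70, SE 0.14), the glucosinolate genes BCAT4 (−5.71, SE 0.20), IPMI2 (−5.13, SE 0.22) and MAM1 (−5.07, SE 0.22), and BGLU18 (−5.80, SE 0.58), which encodes a β-glucosidase of the ER body. In total P1-12 (+0.25 μM Dex) had 991 upregulated and 1348 downregulated SDEGs, and 4727 genes were higher and 4885 lower at an adjusted p under 0.05 in edgeR. P1-12 (+0.025 μM Dex) had 72 upregulated SDEGs, with BGLU45 at 6.70 (SE 0.16), PDF1.2 at 5.59 (SE 0.40), GAD4 at 5.39 (SE 0.37) and MYB51 at 3.54 (SE 0.12). Its 2 downregulated SDEGs were SWEET12, a sucrose transporter gene (−1.21, SE 0.09), and AT2G32870 (−1.02, SE 0.12), and 761 genes were higher and 579 lower at an adjusted p under 0.05 in edgeR. The counts at 0.025 μM Dex depend on the test and on single libraries: 134 up and 12 down with edgeR's exact test, 215 and 62 with no filter, 136 and 12 at an adjusted p under 0.01, 8 down with the Wald test of DESeq2, and 32 up with no downregulated SDEG left without P1-12 (+0.025 μM Dex) replicate 2. With no filter, the upregulated SDEGs of P1-12 (+0.25 μM Dex) number 1556.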

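Of the 72 genes upregulated in P1-12 (+0.025 μM Dex), 71 (98.6%) were also upregulated SDEGs in P1-12 (+0.25 μM Dex), and the last, AT5G52810, was higher there by 0.90 (SE 0.15, adjusted p = 0.000119) in edgeR (n = 2). Both downregulated genes, SWEET12 (−1.31, SE 0.10) and AT2G32870 (−2.50, SE 0.14), were downregulated SDEGs in P1-12 (+0.25 μM Dex) as well. The 72 genes had a median log2 fold change of 1.69 at 0.025 μM Dex and 2.92 at 0.25 μM Dex. MYBC1, a transcription factor gene, rose 6.08-fold at the lower dose (edgeR adjusted p = 5.71e-08) and by 4.89 (SE 0.13) on the log2 scale at the higher, and AT5G05320 rose by 4.21 (SE 0.18) and then 5.97 (SE 0.16), while AACT1, an acyltransferase gene, ran against this trend, with a rise of 18.4-fold at the lower (edgeR adjusted p = 6.17e-06) and 6.50-fold at the higher dose. Lists of these sizes drawn independently would share 4.27 upregulated and 0.161 downregulated genes. The log2 fold changes of both doses had a Pearson correlation of 0.678 and a covariance of 0.168 across the 16721 genes, which are not independent replicates. In 20 simulations of unchanged groups the values were 0.475 and 0.0114. The simulations drew every library anew, with the P1-12 (+DMSO) libraries shared by both comparisons. They carry no real deviation of the observed P1-12 (+DMSO) libraries. Both doses are set against the same 2 control libraries, so part of the excess may come from them; with each dose set against another of the 2, a split added after seeing the data, 37 of 37 and 47 of 53 upregulated (2.03 and 2.48 for independent lists) and 6 of 8 and 1 of 1 downregulated SDEGs of edgeR were shared. The shared upregulated count is 32 without P1-12 (+0.025 μM Dex) replicate 2 and 126 with edgeR's exact test.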

Similarly, 1,023 and 1,470 SDEGs were detected to be up and downregulated, respectively, in *P1-12* (+0.25 μM Dex) when compared with *KRAB* (+0.25 μM Dex) (**Figure 3A**). Among these, 886 and 1,362 (86.6 and 92.7%, respectively) were overlapped with the corresponding up and downregulated SDEG groups that were identified above (**Figure 3A**). 

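Against KRAB (+0.25 μM Dex), the rise in P1-12 (+0.25 μM Dex) included the transcription factor genes ATAF1 (3.13, SE 0.11, adjusted p = 5.39e-11 by edgeR's quasi-likelihood test, n = 2) and RAP2.2 (6.07-fold, adjusted p = 2.57e-11), a factor of the hypoxia response. SAG29, a senescence-associated gene, was higher by 4.11 (SE 0.19) and PR5, a pathogenesis-related gene, by 3.17 (SE 0.14). Downregulated SDEGs included GSTU20, a glutathione transferase gene (−5.33, SE 0.16), LHCB2.3, a light-harvesting protein gene (−3.76, SE 0.17), and the glucosinolate genes CYP83A1 (−4.84, SE 0.17) and BAT5 (−3.85, SE 0.22). MORF2 itself was lower (−1.14, SE 0.07). In total 945 genes were upregulated and 1253 downregulated; 811 of the former (85.8%) and 1138 of the latter (90.8%) were SDEGs in the same direction against P1-12 (+DMSO). Independent lists of these sizes would share 56.0 and 101. At an adjusted p under 0.05 in edgeR, 940 of the 945 and 1252 of the 1253 moved in the same direction against P1-12 (+DMSO), and 2 of the 945 moved the opposite way. The fold changes of both comparisons had a covariance of 0.592 across genes, against 0.0127 in 20 simulations of unchanged groups; the P1-12 (+0.25 μM Dex) libraries stand in both, so part of the overlap may come from them, and with another of the 2 in each comparison, a split added after seeing the data, 648 of 817 and 652 of 793 upregulated and 825 of 996 and 770 of 898 downregulated SDEGs were shared. With no filter, 1435 genes were upregulated against KRAB (+0.25 μM Dex), of which 1234 were shared.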

Importantly, 98.2% overrepresented biological process (BP) GOs (all 79 upregulated and 198 out of 203 downregulated) in *P1-12* (+0.25 μM Dex) compared to *KRAB* (+0.25 μM Dex) were commonly found in *P1-12* (+0.25 μM Dex) compared to *P1-12* (+DMSO) (**Tables S4**, **5**). Hence, the influence of free dCas9-KRAB on the transcriptome changes in *P1-12* (+0.25 μM Dex) is negligible. 

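The Dex response itself differed between P1-12 and KRAB for 1643 genes, more positive in P1-12 for 654 and more negative for 989, by the interaction term in edgeR at the thresholds of an SDEG (n = 2 per group). MLP28 (−5.75, SE 0.17, adjusted p = 1.59e-10 in edgeR), GSTU20 (−5.41, SE 0.20) and BCAT4 (−5.74, SE 0.24) fell in P1-12 relative to KRAB, as did the sulfate transporter gene SULTR2;1 (−3.83, SE 0.12) and the expansin gene EXPB3 (−3.13, SE 0.13). The transcription factor genes RAP2.2 (2.65, SE 0.11) and GATA4 (2.90, SE 0.12) and the α-galactosidase gene AGAL2 (3.03, SE 0.13) rose relative to KRAB. Without Dex the lines differed by 2 SDEGs, XTH17, a cell wall enzyme gene (2.57, SE 0.10, adjusted p = 1.1e-08 in edgeR, higher in P1-12 (+DMSO) than in KRAB (+DMSO)), and AT5G45470 (2.26, SE 0.13), while with no filter 23 were higher and 1 lower. The number of genes whose response differed was 2829 with no filter, 2501 at an adjusted p under 0.01 and 1090 without P1-12 (+0.25 μM Dex) replicate 2.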

Hereafter, we referred to the SDEGs of *P1-12* (+0.25 μM Dex) as compared with *P1-12* (+DMSO).

Given the growth inhibition phenotype (**Figures 2A–C**), the small group of SDEGs in *P1-12* (+0.025 μM Dex) likely reflects the early pathways in response to MORF2 reduction. Interestingly, all its 19 overrepresented upregulated BP GO pathways (Fisher’s exact test, *P* < 1e-10) were also significantly upregulated in *P1-12* (+0.25 μM Dex). 

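Salicylic acid and pathogen defence genes rose in P1-12 (+0.25 μM Dex), 7 of the 8 measured, among them PR5 (AT1G75040, chromosome 1, 28177670 to 28179022 in TAIR10.1; 3.29, SE 0.15, adjusted p = 4.69e-10 by edgeR's quasi-likelihood test, n = 2), ACD6 (2.04, SE 0.30), ICS1, which encodes a salicylic acid synthesis enzyme (1.64, SE 0.11), and PAD4 (1.57, SE 0.15). PR5 was the member that passed in P1-12 (+0.025 μM Dex) (2.76, SE 0.15). Of 15 jasmonate and ethylene defence genes, 8 rose and 4 fell in P1-12 (+0.25 μM Dex): the chitinase and hevein-like genes PR3 (1.99, SE 0.09) and PR4 (3.28, SE 0.17) rose, and LOX2, a jasmonate synthesis gene, fell by 4.56 (SE 0.31). At the lower dose, 7 of these 15 rose and 2 fell (3 adjusted over the list alone), PR4 and PDF1.3 among those that rose. Among 11 camalexin and indole glucosinolate genes, 6 rose and 2 fell in P1-12 (+0.25 μM Dex), with CYP83B1 (2.58, SE 0.10) and CYP81F2 (0.96, SE 0.18) higher and MYB34 (−1.79, SE 0.10) and PAD3, the last enzyme of camalexin synthesis (−0.77, SE 0.17), lower, and 6 rose in P1-12 (+0.025 μM Dex) (8 adjusted over the list alone). The set test with a preset correlation (camera) gave an adjusted p = 5.52e-05, 0.0479 and 0.000713 for the 3 lists at 0.25 μM Dex, and the adjusted p was 0.116, 0.6 and 0.265 with an estimated correlation. In KRAB (+0.25 μM Dex), 4 of the 15 jasmonate and ethylene and 3 of the 11 camalexin and indole glucosinolate genes rose (6 of each adjusted over the list alone), with a camera adjusted p = 4.7e-05 and 3.03e-08 (0.465 and 0.449 with an estimated correlation), and 1 of the former without KRAB (+0.25 μM Dex) replicate 1 or KRAB (+DMSO) replicate 2. The difference of the Dex responses of P1-12 and KRAB gave a camera adjusted p = 0.313 and 0.1 for these lists, and 0.000547 for the salicylic acid list (0.152 with an estimated correlation), of which no member passed in KRAB (+0.25 μM Dex) by edgeR (2 rose adjusted over the list alone). With no filter, 16 of the salicylic acid and pathogen genes were higher in P1-12 (+0.25 μM Dex), and without P1-12 (+0.025 μM Dex) replicate 2 or P1-12 (+DMSO) replicate 1, 3 of the camalexin and indole glucosinolate genes passed at 0.025 μM Dex. From the enriched pathways of both doses, the paper proposes that reducing MORF2 in P1-12 raises stress defence.

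**Figure D2:**
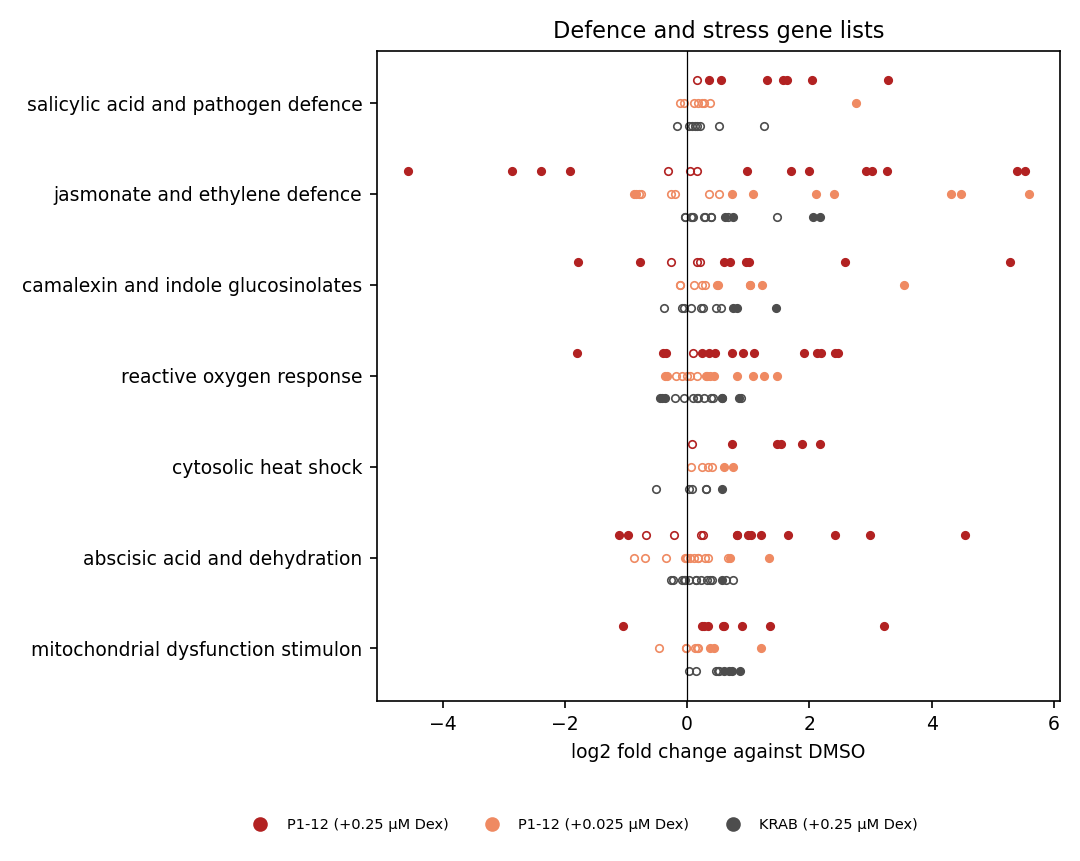
Log2 fold changes of each measured member of the defence and stress gene lists at both Dex doses in P1-12 and in KRAB, each against its own DMSO control (2 libraries per group). Filled points passed edgeR's test at an adjusted p under 0.05.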

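Reactive oxygen response genes rose in P1-12 (+0.25 μM Dex), 11 of the 15 measured, and 3 fell. RBOHD, the NADPH oxidase of immune signalling, rose by 2.42 (SE 0.12, adjusted p = 1.29e-09) in edgeR (n = 2), the zinc finger gene ZAT12 by 1.91 (SE 0.17), and the copper/zinc superoxide dismutase genes CSD1 and CSD2 by 2.19 (SE 0.10) and 2.46 (SE 0.11). The iron superoxide dismutase gene FSD1 (−1.81, SE 0.09) is among those that fell. At 0.025 μM Dex, 6 rose and 2 fell, with RBOHD at 1.47 (SE 0.12) and CSD2 at 1.25 (SE 0.11), though leaving out P1-12 (+0.025 μM Dex) replicate 1, P1-12 (+0.025 μM Dex) replicate 2 or P1-12 (+DMSO) replicate 2 left 3 that rose. Of 6 cytosolic heat shock genes, 5 rose in P1-12 (+0.25 μM Dex), among them HSFA7A (2.17, SE 0.19), HSP70 (1.87, SE 0.11), HSP90.1 (1.53, SE 0.12) and HSP101 (1.46, SE 0.15). Abscisic acid and dehydration genes rose in 9 of 15 cases and fell in 2, with the linker histone gene HIS1-3 (4.54, SE 0.16), RAB18 (2.99, SE 0.36) and ABI2 (2.41, SE 0.14) higher and RD29A (−1.11, SE 0.22) lower. Of 9 mitochondrial dysfunction genes, 8 rose and 1 fell, the rises led by the transcription factor gene NAC053 (3.23, SE 0.11), UGT74E2 (1.35, SE 0.17) and OM66 (0.89, SE 0.18), and 5 rose without P1-12 (+0.25 μM Dex) replicate 1 or without P1-12 (+DMSO) replicate 1. The camera adjusted p was 0.000343, 0.000522, 0.000157 and 0.00685 in that order, and 0.0966, 0.159, 0.159 and 0.159 with an estimated correlation. In KRAB (+0.25 μM Dex), 3 reactive oxygen genes rose and 2 fell (6 and 4 adjusted over the list alone), and 4 mitochondrial dysfunction genes rose (6 adjusted over the list alone), with NAC053 at 0.86 (SE 0.11); the latter were 2 without KRAB (+DMSO) replicate 1, KRAB (+DMSO) replicate 2 or KRAB (+0.25 μM Dex) replicate 1, and of the former 1 fell without KRAB (+0.25 μM Dex) replicate 1 or KRAB (+0.25 μM Dex) replicate 2, and none passed as lower without KRAB (+DMSO) replicate 2 in edgeR. The mitochondrial dysfunction list had a median log2 fold change of 0.58 in P1-12 (+0.25 μM Dex) and 0.51 in KRAB (+0.25 μM Dex), and the Dex response of 3 members was more positive and of 2 more negative in P1-12 (camera adjusted p = 0.224), whereas 11 reactive oxygen, 5 heat shock and 9 abscisic acid genes responded more positively in P1-12 than in KRAB, and 3, 0 and 3 more negatively, by edgeR.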

Given their ancestor pathways in response to stimulus, immune system process and interspecies interaction, we hypothesized that reducing MORF2 in *P1-12* upregulated stress defense processes (**Figure 3B**). 

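Of 31 measured genes of starch and maltose metabolism, 24 fell and 2 rose in P1-12 (+0.25 μM Dex) (25 and 2 adjusted over the list alone), and 6 of them were downregulated SDEGs. APL3, a subunit of ADP-glucose pyrophosphorylase, fell by 1.48 (SE 0.19), the starch phosphatase gene SEX4 by 1.35 (SE 0.13), the plastid phosphoglucomutase gene PGM by 1.34 (SE 0.10, edgeR adjusted p = 4.16e-08, n = 2) and the maltose exporter gene MEX1 by 1.27 (SE 0.14) on the log2 scale. Among these genes 9 fell and 2 rose in P1-12 (+0.025 μM Dex) (15 and 2 adjusted over the list alone): PGM at −0.42 (SE 0.09, adjusted p = 0.0133), and the glucan water dikinase genes GWD1 (−0.54, SE 0.10) and PWD (−0.48, SE 0.10) in edgeR. The Dex response of 19 members was more negative and of 2 more positive in P1-12 than in KRAB by edgeR. The list's median log2 fold change was −0.67 at 0.25 and −0.26 at 0.025 μM Dex, with camera adjusted p = 0.000111 and 2.4e-05, and 0.382 and 0.447 with an estimated correlation. The count at 0.025 μM Dex rests on single libraries: fewer falls passed edgeR's test without P1-12 (+DMSO) replicate 2. None passed without P1-12 (+DMSO) replicate 1 or without P1-12 (+0.025 μM Dex) replicate 2. In that order, the log2 fold changes there were −0.39 and −0.36 for PGM, −0.50 and −0.39 for GWD1, and −0.49 and −0.36 for PWD.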

Five GO pathways involved in carbohydrate metabolism were commonly identified in the downregulated SDEGs of *P1-12* (+0.025 μM Dex) and *P1-12* (+0.25 μM Dex) despite a less statistically significant level (Fisher’s exact test, *P* < 0.01) applied in the former group due to its small size (**Figures 3A, C**). To rule out the possibility of a background change of GO pathways in *P1-12* (+0.025 μM Dex) due to a general effect of Dex treatment, we also identified 80 and 5 SDEGs that are up and down regulated in *KRAB* (+0.25 μM Dex) compared with *KRAB* (+DMSO). However, all 19 overrepresented upregulated BP GO pathways commonly found in *P1-12* (+0.025 μM Dex) and *P1-12* (+0.25 μM Dex) were not discovered at the 1e-10 *P-value* cutoff (Fisher’s exact test) in the 80 upregulated SDEGs of *KRAB* (+0.25 μM Dex) (**Table S6**). Similarly, the only 5 down-regulated SDEGs do not show any enrichment of GO pathways involved in carbohydrate metabolism either (**Table S7**).

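In KRAB, the response to 0.25 μM Dex included BGLU45 (3.75, SE 0.16, adjusted p = 2.33e-08 by edgeR's quasi-likelihood test, n = 2), GAD4 (4.82, SE 0.34) and the glycine-rich protein gene AT2G05510 (3.50, SE 0.35), which are also among the largest rises in P1-12. BOR5, a boron transporter gene, rose by 2.51 (SE 0.23), the phloem protein gene PP2-A6 by 2.44 (SE 0.21), the ethylene synthesis gene ACO1 by 1.50 (SE 0.14) and the extensin gene EXT4 by 1.49 (SE 0.15). GAT1_2.1, a glutamine amidotransferase gene, was the 1 downregulated SDEG (−2.29, SE 0.12) and rose 2.46-fold in P1-12 (+0.25 μM Dex) (adjusted p = 4.71e-08 in edgeR). KRAB had 16 upregulated SDEGs in total, and 344 genes were higher and 136 lower at an adjusted p under 0.05 in edgeR. Of the 16, 15 were upregulated SDEGs in P1-12 (+0.25 μM Dex) (0.948 for independent lists) and 5 in P1-12 (+0.025 μM Dex) (0.0689), with a median log2 fold change of 1.64 in KRAB, 0.96 at 0.025 and 2.94 at 0.25 μM Dex in P1-12. The 72 genes upregulated in P1-12 (+0.025 μM Dex) had a median of 0.47 in KRAB (+0.25 μM Dex), where 32 of them were higher at an adjusted p under 0.05 in edgeR, among them MYB51 (1.45, SE 0.12) and MYBC1 (1.29, SE 0.13). The count of 16 rests on the test and on single libraries: 56 with edgeR's exact test, 36 with the Wald test of DESeq2, 155 with no filter, 58 at an adjusted p under 0.01, 1 with the KRAB libraries alone, 3 without KRAB (+DMSO) replicate 2 and 44 without KRAB (+0.25 μM Dex) replicate 2.

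**Figure D3:**
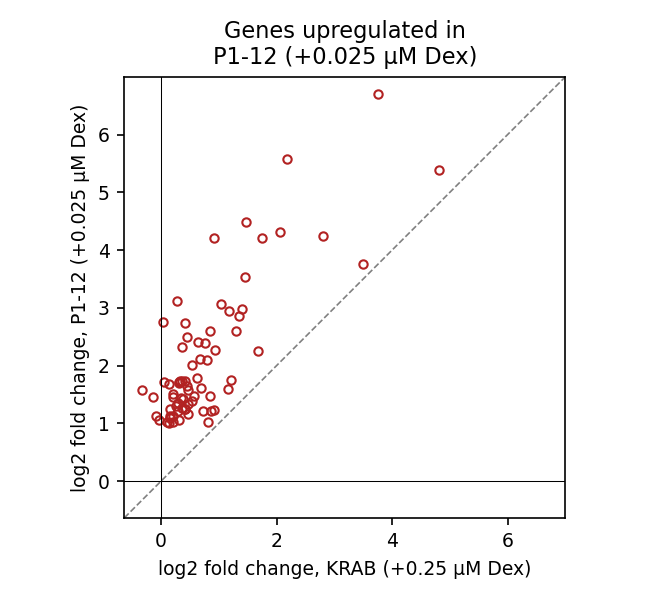
Log2 fold changes of the 72 genes upregulated in P1-12 (+0.025 μM Dex) against those of the same genes in KRAB (+0.25 μM Dex), each against its own DMSO control (2 libraries per group). The dashed line marks equal changes.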

**Figure 3:**
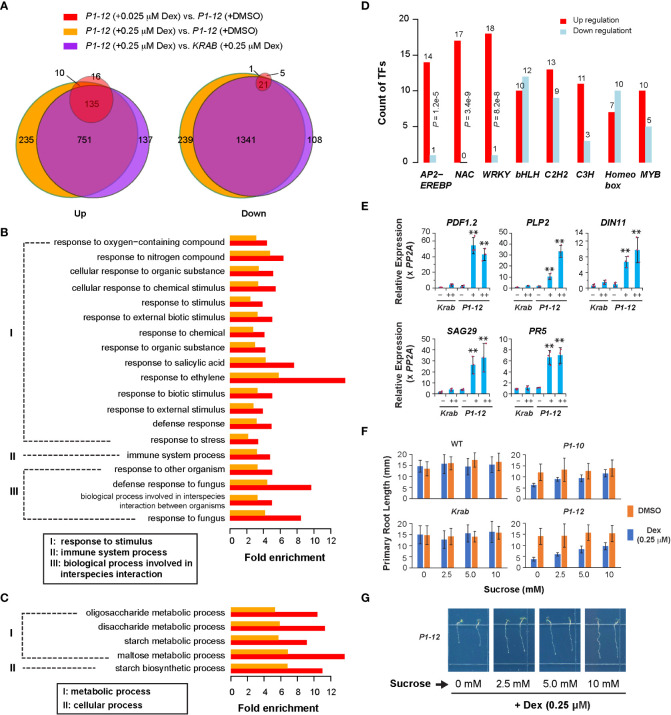
Transcriptome analysis revealed a role of *MORF2* in regulating plant stress defense. **(A)** Overlap of SDEGs in three indicated pairs of transcriptomes suggests a little impact of *dCas9-KRAB* overexpression but a large impact of *MORF2* reduction on transcriptome changes in *P1-12*. A gene was retained for comparison if its Counts Per Million (CPM) was above 2 in at least nine samples from two replicates each of *P1-12* (+DMSO), *P1-12* (+0.025 μM), *P1-12* (+0.25 μM), *KRAB* (+DMSO) and *KRAB* (+0.25 μM). **(B, C)** Enrichment of biological processes in up **(B)** and downregulated **(C)** SDEGs of *P1-12* seedlings treated with 0.025 μM (red bars) and 0.25 μM (orange bars) Dex demonstrated upregulation of stress response. **(D)** Overrepresentation of three major stress responsive transcription factor families, *APETALA2/ETHYLENE-RESPONSIVE ELEMENT BINDING PROTEIN* (*AP2-EREBP*), *NO APICAL MERISTEM/ARABIDOPSIS TRANSCRIPTION ACTIVATION FACTOR/CUPSHAPED COTYLEDON* (*NAC*), and *WRKY*, in upregulated SDEGs of *P1-12* seedlings treated with 0.25 μM Dex. *P* values indicated were calculated using Fisher’s exact test. **(E)** qPCR verification of five stress defensive genes. Relative expression of a target gene is normalized to one of the three *KRAB* biological replicates treated with DMSO. Bars and the maroon dots are described as in **Figure 1G**. Double asterisks represent a statistically significant upregulation of an indicated gene in *P1-12* seedlings treated with Dex compared to those treated with DMSO only (Student’s *t*-test, *P* < 0.01). –: DMSO; +: 0.025 μM Dex; ++: 0.25 μM Dex. **(F)** Sucrose promotes root growth of light-grown *P1-10* and *P1-12* seedlings only when treated with 0.25 μM Dex. Each bar represents mean ( ± SD) of 20 to 24 seedlings analyzed. WT and *KRAB* seedlings were included as negative controls. **(G)** Representative images of *P1-12* seedlings grown on 0.25 μM Dex-containing 1/2 MS media supplemented with different concentrations of sucrose.

The identification of significantly upregulated stress defensive pathways in *P1-12* (+0.025 μM Dex) and *P1-12* (+0.25 μM Dex) explains the growth suppression according to the growth-defense tradeoff model (Huot et al., 2014). To further demonstrate the upregulation of plant defense responses in *P1-12* upon Dex treatment, we 1) investigated the differential enrichment of all known transcription factor families, 2) analyzed the activity of senescence-associated genes (*SAGs*) as described in Garapati et al. (2015), 3) verified the expression of five selected stress responsive genes by qPCR, and 4) examined growth response to sucrose.

From a list of 52 transcription factor families including in total 1,851 annotated loci (Davuluri et al., 2003), we discovered that 8 families were overrepresented in the SDEGs of *P1-12* (+0.25 μM Dex). Among these, three well-known stress responsive families, *AP2-EREBP*, *NAC*, and *WRKY*, were discovered to be overrepresented in the upregulated SDEGs of *P1-12* (+0.25 μM Dex) (**Figure 3D**). 

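WRKY genes, which encode defence-related transcription factors, were upregulated SDEGs in 16 of 44 measured cases in P1-12 (+0.25 μM Dex), among them WRKY45 (3.21, SE 0.23, adjusted p = 3.51e-08 in edgeR, n = 2), WRKY54 (2.91, SE 0.20), WRKY18 (2.75, SE 0.14) and WRKY26 (2.14, SE 0.17). The NAC family had 11 upregulated SDEGs among 28 members, such as ATAF1 (4.09, SE 0.12), NAC1 (2.59, SE 0.10) and NAC080 (1.69, SE 0.15). In AP2/ERF the number was 10 of 34, with ERF15 (3.11, SE 0.21), ORA59 (3.02, SE 0.23), RAP2.2 (3.03, SE 0.08) and DEAR1 (2.77, SE 0.13), and 1 member was downregulated. Against the 5.93% of all tested genes that were upregulated, the odds ratios were 9.20 for WRKY (95% interval 4.63 to 17.7, adjusted p = 1.07e-08), 10.4 for NAC (4.38 to 23.54, 7.59e-07) and 6.67 for AP2/ERF (2.84 to 14.5, 3.63e-05) by Fisher's exact test (two-sided, Benjamini-Hochberg over 6 tests). The lists hold 72, 46 and 57 loci written from general knowledge and not the complete families. The study's values for some members, such as ATAF1 and NAC1, had been seen by then. A partial list may favour known responders, so these odds ratios may be too high and are not independent evidence. Counted at an adjusted p under 0.05 in edgeR, 32 WRKY, 22 NAC and 21 AP2/ERF members rose and 2 WRKY and 5 AP2/ERF members fell (23 NAC adjusted over the list alone; 3 AP2/ERF lower without P1-12 (+0.25 μM Dex) replicate 2 or without P1-12 (+DMSO) replicate 2), and the camera adjusted p was 0.0813, 0.0309 and 0.116 with an estimated correlation. At 0.025 μM Dex, 11 WRKY (14 adjusted over the list alone), 5 NAC and 6 AP2/ERF members rose, among them ATAF1 (2.27, SE 0.12) and WRKY18 (1.39, SE 0.15); without P1-12 (+0.025 μM Dex) replicate 2, 3 WRKY and 2 NAC members did, and without P1-12 (+DMSO) replicate 1, 5 and 3. The Dex response was more positive in P1-12 than in KRAB for 27 WRKY, 16 NAC (18 adjusted over the list alone) and 19 AP2/ERF members, and more negative for 2, 1 and 3.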

Consistently, five selected genes involved in plant defense and senescence were detected by qPCR to be significantly upregulated in *P1-12* upon Dex treatment as low as 0.025 μM (**Figure 3E**). To support a notion of stress induced senescence and starvation (Mahmood et al., 2016; Sade et al., 2018), we first identified a significant enrichment of *SAGs* in the SDEGs of *P1-12* (+0.25 μM Dex) (**Table S8**). 

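Senescence genes rose in P1-12 (+0.25 μM Dex), 10 of 14 members of a list written before the counts were examined, and 1 fell. The study's values for senescence-associated genes had been seen by then, so the list is not blind to them. The sucrose transporter gene SAG29 (AT5G13170, chromosome 5, 4181042 to 4183354 in TAIR10.1) rose by 3.97 (SE 0.20, adjusted p = 1.35e-09) in edgeR (n = 2), the late embryogenesis abundant protein gene SAG21 by 1.45 (SE 0.17) and SAG101 by 1.31 (SE 0.12), while SEN1 fell by 0.41 (SE 0.16), a call lost with total counts only (adjusted p = 0.113), with the Wald test of DESeq2 (0.135) and without P1-12 (+0.25 μM Dex) replicate 1 (0.0572), P1-12 (+0.25 μM Dex) replicate 2 (0.219) or P1-12 (+DMSO) replicate 2 (0.400). At 0.025 μM Dex, 5 rose (8 higher and 2 lower adjusted over the list alone), with SAG29 at 3.11 (SE 0.22, adjusted p = 7.69e-07) in edgeR. Of the 46 senescence-associated genes that the study lists, 42 were measured, and 39 of these, such as the sucrose synthase gene SUS3 (3.72, SE 0.12), rose and 3 fell in P1-12 (+0.25 μM Dex) (median 1.70), a list chosen on these samples and not independent evidence of its direction. Of the same 42, 20 rose at the lower dose, 13 without P1-12 (+0.025 μM Dex) replicate 2, and in KRAB (+0.25 μM Dex) 10 rose and 2 fell, 4 rising without KRAB (+DMSO) replicate 2 and 6 without KRAB (+0.25 μM Dex) replicate 1. Sugar starvation genes rose in 8 of 12 cases and fell in 1 in P1-12 (+0.25 μM Dex), among them the dark-inducible gene DIN11 (3.97, SE 0.38, and 3.01, SE 0.38 at the lower dose), BCAT2, a branched-chain amino acid aminotransferase gene (2.18, SE 0.13), and TPS9 (1.34, SE 0.07). In KRAB (+0.25 μM Dex) these genes had a median log2 fold change of −0.39, 5 of 12 fell (10 adjusted over the list alone), and no fall passed without KRAB (+DMSO) replicate 2 in edgeR; the Dex response of 9 was more positive in P1-12 than in KRAB. The camera adjusted p in P1-12 (+0.25 μM Dex) was 2.09e-07 for the senescence and 0.000702 for the sugar starvation list, and 0.0813 and 0.214 with an estimated correlation.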

Unsurprisingly, 43 out of 46 enriched *SAGs* are upregulated (**Table S9**). Through germinating and growing seedlings on 1/2 MS media supplemented with different concentrations of sucrose, we found that addition of sucrose up to 10 mM alleviated the primary root growth suppression of *P1-10* and *P1-12* by 0.25 μM Dex treatment. This effect was not significant in WT and *KRAB* seedlings under both Dex and DMSO treatments (**Figures 3F, G**). Collectively, this transcriptome analysis suggests that MORF2 negatively modulates stress response beyond its role in RNA editing.

### MORF2 regulates different levels of chloroplast RS

Further GO analysis on the downregulated SDEGs of *P1-12* (+0.25 μM Dex) identified a significant enrichment of BP pathways related to photosynthesis, tetrapyrrole metabolism and pigment biosynthesis, all of which are characteristics related to RS (**Table S5**). 

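All 51 measured genes of the photosystems and light harvesting fell in P1-12 (+0.25 μM Dex), and 45 of them were downregulated SDEGs (median log2 fold change −1.39, range −3.89 to −0.57). The light-harvesting genes LHCB2.3 (−3.89, SE 0.17, adjusted p = 3.66e-10 in edgeR, n = 2), LHCB1.4 (−2.68, SE 0.12), LHCB3 (−2.05, SE 0.10) and LHCB2.2 (AT2G05070, chromosome 2, 1799234 to 1800472 in TAIR10.1; −1.73, SE 0.10) are among them. In P1-12 (+0.025 μM Dex) 43 of the 51 fell (48 adjusted over the list alone), by less: LHCB2.3 −0.90 (SE 0.15, adjusted p = 0.0019) and LHCB2.2 −0.47 (SE 0.09) in edgeR, with a list median of −0.39. Leaving out 1 library left 7 (P1-12 (+0.025 μM Dex) replicate 2), 13 (P1-12 (+DMSO) replicate 1) or 21 (P1-12 (+DMSO) replicate 2) of the 43, and LHCB2.2 did not pass in the first case (−0.36, adjusted p = 0.113). The Dex response of all 51 was more negative in P1-12 than in KRAB, where the median was −0.19 and no member passed edgeR's test over all genes, while 21 were lower adjusted over the list alone. The 11 Calvin cycle genes fell as well in P1-12 (+0.25 μM Dex) (median −1.35), 4 of them also in P1-12 (+0.025 μM Dex). The carbonic anhydrase gene CA1 fell by 2.53 (SE 0.13) and the Rubisco small subunit genes RBCS2B and RBCS1A by 2.42 (SE 0.11) and 1.46 (SE 0.09) at 0.25 μM Dex. The camera adjusted p was 5.37e-46 and 1.17e-12 at 0.25 μM Dex, and 0.0966 and 0.113 with an estimated correlation. Shoot markers outside photosynthesis moved with these genes in P1-12 (+0.25 μM Dex), 5 of 6 lower (median −0.84), among them the wax gene CER1 (−3.14, SE 0.21) and ANT (−1.72, SE 0.12), a growth regulator of shoot organs.

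**Figure D4:**
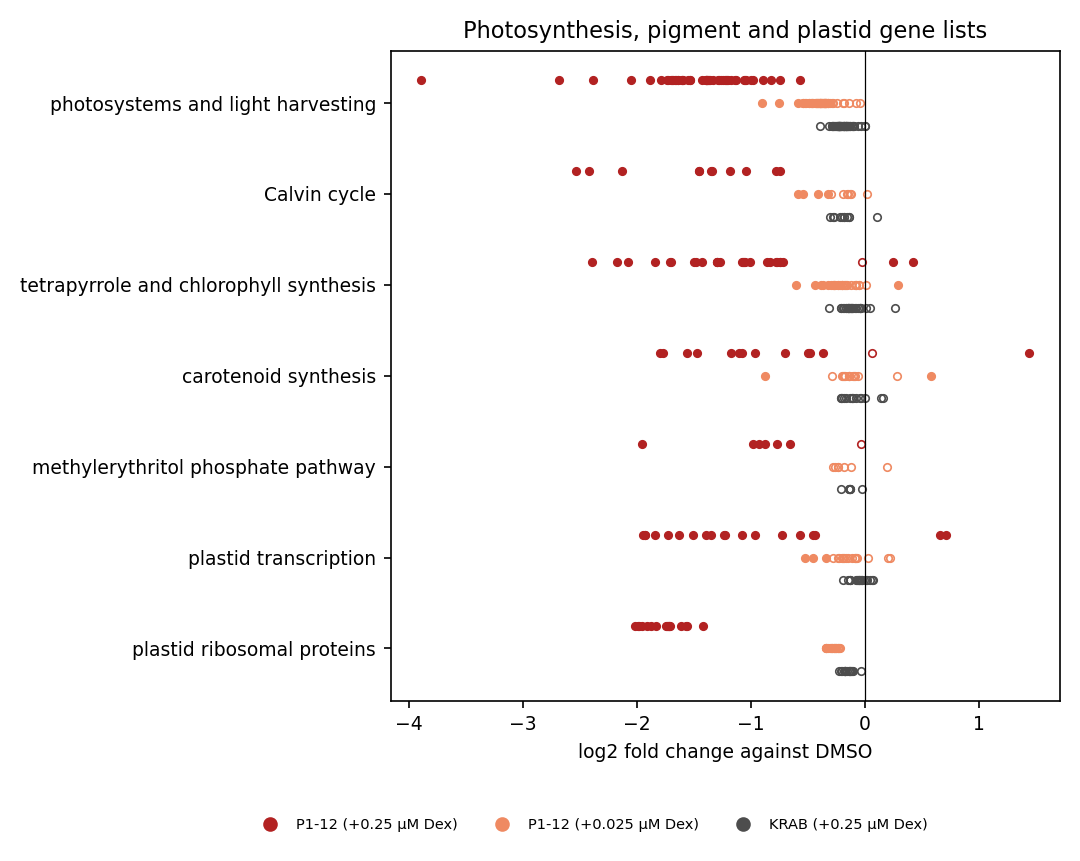
Log2 fold changes of each measured member of the photosynthesis, pigment and plastid gene lists at both Dex doses in P1-12 and in KRAB, each against its own DMSO control (2 libraries per group). Filled points passed edgeR's test at an adjusted p under 0.05.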

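Of 28 measured tetrapyrrole and chlorophyll synthesis genes, 25 fell and 2 rose in P1-12 (+0.25 μM Dex), and 18 were downregulated SDEGs (median −1.07). The protochlorophyllide oxidoreductase genes PORC (−2.39, SE 0.12, adjusted p = 8.36e-10 in edgeR, n = 2) and PORB (−2.07, SE 0.10), the divinyl reductase gene PCB2 (−2.17, SE 0.09) and the magnesium chelatase gene CHLI2 (−1.84, SE 0.11) fell, as did GUN4 (−1.70, SE 0.09), the activator of that chelatase. The ferrochelatase genes moved apart, FC2 lower (−1.07, SE 0.09) and FC1 higher (0.42, SE 0.07). The lower dose left 8 members lower and 1 higher (18 and 1 adjusted over the list alone), with PORB at −0.60 (SE 0.10); the 8 became 1 without P1-12 (+0.025 μM Dex) replicate 2 or P1-12 (+DMSO) replicate 1, 2 without P1-12 (+DMSO) replicate 2 and 5 with total counts only. Carotenoid synthesis genes fell in 13 of 15 cases in P1-12 (+0.25 μM Dex), such as the hydroxylase genes BCH1 (−1.56, SE 0.11) and BCH2 (−1.80, SE 0.18) and LUT1 (−1.47, SE 0.11), while the violaxanthin de-epoxidase gene NPQ1 rose by 1.44 (SE 0.07). In the methylerythritol phosphate pathway, which supplies the precursors of both pigments, 6 of 7 genes fell, with ISPD at −1.96 (SE 0.10) and DXS at −0.98 (SE 0.09). The anthocyanin and flavonoid genes were too few for a set test: 1 of 4 measured fell in P1-12 (+0.25 μM Dex), and 1 rose in KRAB (+0.25 μM Dex) (3 adjusted over the list alone). The camera adjusted p was 1.33e-18, 0.0004 and 0.000504 for the tetrapyrrole, carotenoid and methylerythritol phosphate lists, and 0.0966, 0.28 and 0.159 with an estimated correlation. GLK1 (−1.11, SE 0.11) and GLK2 (−1.90, SE 0.12), the activators of nuclear photosynthesis genes, fell too.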

Through comparison, we identified that 1,844 (60.7%) and 895 (29.5%) SDEGs of *P1-12* (+0.25 μM Dex) were also significantly differentially expressed in NF-treated WT (Col6-3) and *gun1-9* seedlings, respectively (**Figure 4A**; Zhao et al., 2019). We sorted out a group of 1,382 GUN1-dependent RS genes that are regulated in opposite in WT (+NF) and *gun1-9* (+NF) (**Figures 4B, C**). Interestingly, their expression patterns in *P1-12* (+0.25 μM Dex), particularly those overlapped with WT (+NF), had similar and opposite directions as they were in WT (+NF) and *gun1-9* (+NF), respectively (**Figures 4D, E**). Consistent with reduction of *MORF2* in *P1-12* (+0.25 μM Dex), those genes showed a similar expression pattern as did they in *morf2-2*. Further comparing *P1-12* (+0.25 μM Dex), *morf2-2*, and WT (+NF), we identified gradient expression changes, in which the GUN1-dependent RS genes showed higher fold-changes in *morf2-2* and WT (+NF) than did they in *P1-12* (+0.25 μM Dex) (**Figure 4D**). This feature is even more clear for the nuclear-encoded photosynthesis genes (**Figure 4F**; **Table S10**).

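Of the 78 nuclear-encoded photosynthesis genes in the study's list, 71 fell and 1 rose in P1-12 (+0.25 μM Dex) (median −1.32), and 57 were downregulated SDEGs. NdhL (−2.12, SE 0.10, adjusted p = 6.29e-10 in edgeR, n = 2), PnsL2 (−2.72, SE 0.10), PnsL3 (−2.61, SE 0.19) and PnsB3 (−2.39, SE 0.15), genes of the NADH dehydrogenase-like complex, and Lhca6 (−2.38, SE 0.13), which links that complex to photosystem I, are examples. At 0.025 μM Dex, 49 of the 78 fell and 1 rose (63 and 1 adjusted over the list alone; median −0.36), with NdhL at −0.60 (SE 0.09). Leaving out P1-12 (+0.025 μM Dex) replicate 2, P1-12 (+DMSO) replicate 1 or P1-12 (+DMSO) replicate 2 left 7, 16 and 27 of the 49. In KRAB (+0.25 μM Dex) 1 fell by the same test (median −0.18), and the Dex response of 70 was more negative in P1-12 than in KRAB. The study chose this list on these samples, so the counts are not independent evidence of its direction, and the NF-treated and morf2-2 transcriptomes were not analysed here.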

**Figure 4:**
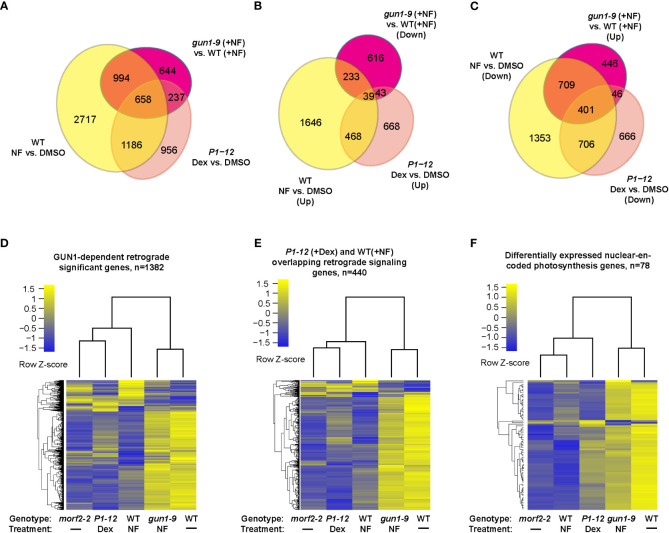
Cross experimental comparison demonstrates MORF2 as an effector of RS in chloroplasts. **(A)** Overlap of SDEGs resulting from MORF2 reduction in *P1-12* (+0.25 μM Dex) with known SDEGs involved in RS either in WT (Col6-3; +NF) or in *gun1-9* (+NF). The Venn diagram shows the overlap of SDEGs identified in *P1-12* (+0.25 μM Dex), WT (+NF), and *gun1-9* (+NF) compared to the corresponding controls indicated. A gene was retained for comparison if its CPM was above 0.5 in at least 11 samples from two replicates each of *P1-12* (+DMSO), *P1-12* (+0.25 μM), WT (+DMSO), WT (+NF), *gun1-9* (+NF), and *morf2-2*. **(B, C)** Identifying the group of known GUN1-dependent RS genes and its overlap with up and downregulated SDEGs in *P1-12* (+0.25 μM Dex). Shown are two Venn diagrams indicating the overlap of up or downregulated SDEGs from three different transcriptome pairs compared. **(D–F)** *P1-12* (+0.25 μM Dex) show similar and opposite expression patterns to WT (+NF) and *gun1-9* (+NF), respectively, for GUN1-dependent **(D)**, *P1-12* (+0.25 μM Dex)/WT (+NF) overlapping **(E)** retrograde signaling genes, and differentially expressed nuclear-encoded photosynthesis genes **(F)**. The two-dimensional clustering diagrams were created based on row Z-scores of normalized expression data (CPM) of each expressed gene (>0.5 CPM) from indicated samples.

### Early RS pathways mediated by MORF2 suppress skotomorphogenesis

Lincomycin-induced RS suppresses photomorphogenesis (Martin et al., 2016; Gommers et al., 2021). Given the activation of RS in *P1-12* (+0.25 μM Dex), we questioned whether *P1-12* (+0.25 μM Dex) had altered morphogenesis. Since exogenous sucrose weakened the influence of lincomycin-induced RS (Martin et al., 2016), it was also eliminated hereafter. Upon 3 d after germination (DAG), we saw that WT, *KRAB*, and *P1-12* grew similarly under LD except for reduced cotyledon areas of *P1-12* when treated with ≥0.25 μM Dex (**Figure 5A**). However, we unexpectedly found opened cotyledons and shortened hypocotyls in dark-grown *P1-12* seedlings upon ≥0.25 μM Dex treatments (**Figures 5A, B**), indicating suppression of skotomorphogenesis by MORF2-mediated RS.

**Figure 5:**
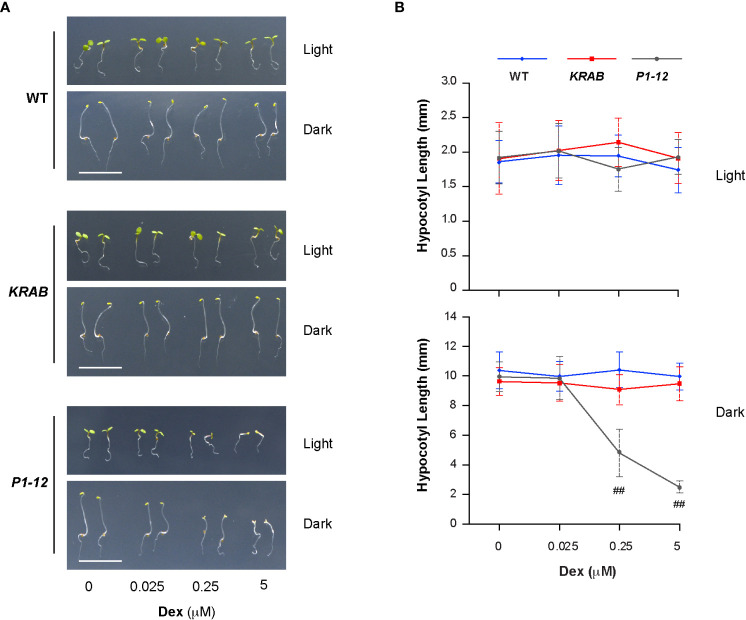
Reduction of MORF2 in *P1-12* upon Dex treatment inhibits skotomorphogenesis. **(A)** Representative seedlings grown for 3 d under LD or in dark on media containing different concentrations of Dex. Bar = 1 cm. **(B)** Effect of different concentrations of Dex on hypocotyl elongation. Seedlings were grown for 3 d as in **(A)** before measurement. Double hash tags identify points with significant reductions of hypocotyl length in *P1-12* than those in WT and *KRAB* (Student’s t test; *P* < 0.01). Each data point represents mean (± SD) of 20 replicates.

### Reducing MORF2 compromises ethylene signaling

The unexpected discovery of open cotyledons in dark-grown *P1-12* (+0.25 and 5 μM Dex) seedlings led us to hypothesize that MORF2-mediated RS suppresses ethylene signaling given its role in plant skotomorphogenesis (Leivar and Quail, 2011; Zdarska et al., 2015). To test this, we found a similar cotyledon opening phenotype in dark-grown *P1-10* (+0.25 μM Dex) seedlings. In addition, the cotyledon opening of *P1-12* (+0.25 μM Dex) was suppressed by *constitutive triple response 1* (*ctr1-1*) (**Figures 6A, B**). Hence, suppression of skotomorphogenesis is neither due to transgenic position effect nor blocking ethylene signaling downstream of CTR1. Interestingly, addition of 10 μM ACC, the precursor of ethylene, significantly reduced but did not completely close cotyledon angles (**Figures 6D, E**), suggesting that MORF2-mediated RS acts on ethylene biosynthesis. Both elimination of *CTR1* function and ACC treatment did not change the hypocotyl length of *P1-12* (+0.25 μM Dex) (**Figures 6C, F**), implying that non-ethylene pathways also impact its morphology changes in dark.

Compromised ethylene signaling seemed to be contradictory to the upregulation of “response to ethylene” (GO:0009723) pathway in 8-d-old LD-grown *P1-12* (+0.25 μM Dex) seedlings (**Figure 3B**). To address this discrepancy, we investigated the expression changes of a “gold standard” group of 139 ethylene-regulated genes (Harkey et al., 2019). In total, 128 were found to be differentially expressed in *P1-12* (+0.25 μM Dex). 

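ORS1 (AT2G41230), a gene of organ growth, and ACO1, an ethylene synthesis gene, are induced by ethylene in the published data sets of the study's list and rose in P1-12 (+0.25 μM Dex), by 4.44 (SE 0.32, adjusted p = 1.02e-07) and 2.99 (SE 0.14, adjusted p = 1.52e-09) in a fit of the 4 P1-12 libraries with edgeR's quasi-likelihood test (n = 2). The amino acid transporter gene AAP3 (2.57, SE 0.10) and the ethylene receptor gene ETR2 (1.29, SE 0.15) rose with ethylene as well. AT5G02760, a protein phosphatase gene (−3.21, SE 0.21), and the haemoglobin gene HB1 (−1.42, SE 0.31), which ethylene also induces, fell. Of the 128 ethylene-regulated genes, all measured, 68 are induced and 60 repressed by the median of the 3 ethylene or ACC data sets; 82 had the same sign as that median in P1-12 (+0.25 μM Dex) and 46 the opposite. Among the 74 that passed edgeR's test at an adjusted p under 0.05 (75 adjusted over the list alone), 55 had the sign of ethylene and 19 the opposite: 28 induced genes rose and 10 fell, and 27 repressed genes fell and 9 rose. At the thresholds of an SDEG, 21 of 22 had the sign of ethylene. The fit holds no KRAB library, so these counts are not set beside the Dex response of KRAB. ACO1 rose in KRAB (+0.25 μM Dex) as well. The induced genes had a median log2 fold change of 0.21 and the repressed genes of −0.37 (camera adjusted p = 0.000904 and 0.00732), with an adjusted p = 0.135 and 0.336 with an estimated correlation. The median absolute log2 fold change of the 128 genes was 0.55 in P1-12 (+0.25 μM Dex), against 1.67, 1.32 and 0.97 in the ethylene or ACC data sets as the study's table gives them.

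**Figure D5:**
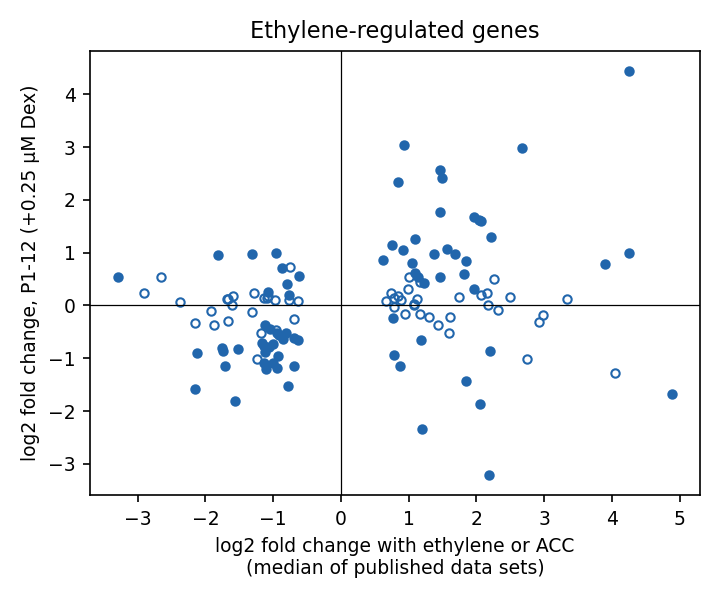
Log2 fold changes of the 128 ethylene-regulated genes of Table S11 in P1-12 (+0.25 μM Dex) against P1-12 (+DMSO) (2 libraries per group) and the median of the 3 published ethylene or ACC data sets given there. Filled points passed edgeR's test at an adjusted p under 0.05.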

Through comparing their expression responses to either ethylene or ACC treatments (Harkey et al., 2019), we identified a strikingly opposite regulation in *P1-12* (+0.25 μM Dex) (**Figure 6G**; **Table S11**). After extracting 25 SDEGs involved in GO:0009723 from *P1-12* (+0.025 μM Dex) (**Table S12**), we found none from the “gold standard” group but three *ETHYLENE RESPONSIVE FACTORs* (*ERF8*, *ERF15*, and *ERF59*), which could be regulated in an ethylene independent manner, such as ROS-activated MITOGEN-ACTIVATED PROTEIN KINASE (MPK) pathways (Meng et al., 2013). Hence, the upregulation of GO:0009723 in *P1-12* (+0.25 μM Dex) is not likely through ethylene signaling.

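ERF8, ERF15 and ORA59 (the ERF59 of the paper), transcription factor genes of the AP2/ERF family, rose in P1-12 (+0.025 μM Dex), by 1.12 (SE 0.20, adjusted p = 0.00306), 1.75 (SE 0.23, adjusted p = 0.00034) and 2.11 (SE 0.24, adjusted p = 8.74e-05) by edgeR's quasi-likelihood test (n = 2). ERF8 rose in P1-12 (+0.25 μM Dex) too (2.46, SE 0.18), but without P1-12 (+0.025 μM Dex) replicate 2 its value in P1-12 (+0.025 μM Dex) was 0.91 (edgeR adjusted p = 0.0713). Of the 25 response-to-ethylene genes in the study's table, 24 rose in P1-12 (+0.025 μM Dex) (25 adjusted over the list alone; median 1.23) and 9 were SDEGs at the adjusted p under 0.0001. The number of SDEGs was 18 with edgeR's exact test, 14 with the Wald test of DESeq2, 22 with no filter and 5 without P1-12 (+0.025 μM Dex) replicate 2. In P1-12 (+0.25 μM Dex), 22 of the 25 rose (median 2.58), and in KRAB (+0.25 μM Dex) 8 did (17 adjusted over the list alone; median 0.61), or 2 without KRAB (+DMSO) replicate 2 and 4 without KRAB (+0.25 μM Dex) replicate 1. The Dex response of 17 genes was more positive in P1-12 than in KRAB at an adjusted p under 0.05 in edgeR. The study chose these genes, such as PLP2, a phospholipase gene of pathogen defence (2.95, SE 0.27), on these samples, so the counts are not independent evidence of their direction. MPK3, a kinase gene of immune signalling, rose in P1-12 (+0.025 μM Dex) by 0.73 (SE 0.10) and in P1-12 (+0.25 μM Dex) by 1.21 (SE 0.10), and MPK6 rose in P1-12 (+0.25 μM Dex) by 0.49 (SE 0.08). The paper found none of its ethylene gene set among these genes, and holds that the ERF genes could be regulated without ethylene. From this and the opposite regulation it reports for that gene set, it proposes that the rise of the ethylene response in P1-12 (+0.25 μM Dex) is unlikely to run through ethylene signalling.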

**Figure 6:**
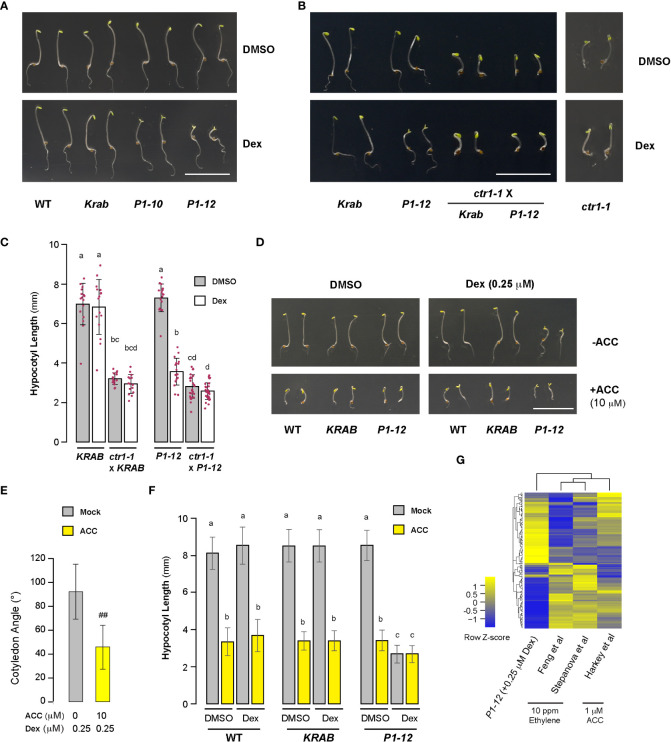
Skotomorphogenesis is partially suppressed by compromised ethylene signaling in *P1* seedlings upon Dex treatment. **(A, B)** Representative images of seedlings from indicated genotypes grown for 3 d in dark on media containing DMSO or 0.25 μM Dex. Bar = 1 cm. Growth images of *ctr1-1* were included to show its insensitivity to Dex treatment. **(C)** Quantitative analysis of hypocotyl length of seedlings as shown in **(B)** suggests that *MORF2* impacts ethylene signaling upstream of CTR1. Each bar herein as well as in **(E)** and **(F)** represents mean ± SD. The data points of replicates are indicated with maroon dots (n=16 except for *ctr1-1* x *P1-12*, which has 28 replicates). Different letters on the top of each bar indicate significant differences (Kruskal-Wallis test followed by Dunn’s test with Benjamini-Hochberg multiple testing correction, *P* < 0.05). **(D)** Images of representative seedlings grown for 3 d in dark on media supplemented with indicated combinations of DMSO, 0.25 μM Dex, and 10 μM ACC. **(E)** ACC treatment partially suppressed cotyledon opening of *P1-12* (+0.25 μM Dex) (##: Student’s *t*-test, *P* < 0.01; n=71 and 64 for mock and ACC treatments, respectively). **(F)** The hypocotyl length of *P1-12* (+0.25 μM Dex) is insensitive to ACC treatment. Different letters indicate significant differences as in **(C)** (n=72). **(G)** Comparison of expression changes of 128 “gold standard” genes involved in ethylene signaling among the indicated studies. *P1-12* (+0.25 μM Dex) is described as in **Figure 3A**. Studies from Feng et al. and Stepanova et al. were 6 and 3-d-old light-grown seedlings treated with 10 ppm ethylene, respectively, and that from Harkey et al. was 5-d-old light-grown seedlings treated with 1 μM ACC. The relative expression changes (log2(FC)) of “gold standard” genes for the last three studies were retrieved from Harkey et al. (2019) and used to compare with their changes in *P1-12* (+0.25 μM Dex). The two-dimensional clustering diagrams were created according to row Z-scores.

### MORF2-mediated RS inhibits *PIF* expression

PHYTOCHROME INTERACTING FACTOR (PIF)s play a pivotal role in positively regulating skotomorphogenesis and interacting with ethylene signaling (Jeong et al., 2016; Paik et al., 2017). To search for additional factors contributing to the skotomorphogenic phenotypes of *P1-12* (+0.25 μM Dex), we compared by qPCR the expression of three *PIFs* (*PIF1*, *PIF3*, and *PIF4*) and their direct targets, including *PIF3-LIKE* (*PIL*)*1* and *GOLDEN2-LIKE* (*GLK*)*1* (Martin et al., 2016; Ueda et al., 2020), between 3-d-old dark-grown *P1-12* (+0.25 μM Dex) and *KRAB* (+0.25 μM Dex) (**Figure 7**). Consistent with suppressed skotomorphogenesis, we detected reduced expression of *PIFs*, including *PIF1* and *PIF4* whose expression was significantly lower in *P1-12* (+0.25 μM Dex) than in *KRAB* (+0.25 μM Dex). Consequently, *PIL1* and *GLK1*, which are positively and negatively regulated by PIFs in dark, were downregulated and upregulated, respectively, in *P1-12* (+0.25 μM Dex). *GLK2*, the homologue of *GLK1*, however, demonstrated a lower expression in *P1-12* (+0.25 μM Dex) than that in *KRAB* (+0.25 μM Dex). The opposite expression regulation of *GLK1* and *GLK2* further indicates the presence of yet-unidentified *GLK1*-specific pathways that positively contribute to the cotyledon opening both in dark-grown *P1-12* (+0.25 μM Dex) and lincomycin-treated light-grown seedlings (**Figure 5** and Martin et al., 2016, respectively).

**Figure 7:**
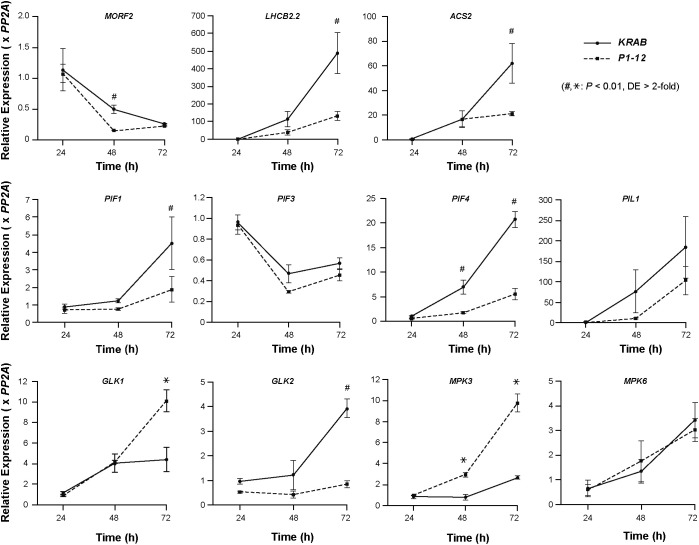
Early RS induced by *MORF2* reduction suppresses *PIFs* but activates *GLK1* and *MPK3* expression. Upon stratification on 1/2 MS medium supplemented with 0.25 μM Dex in dark at 4°C for three days, *KRAB* and *P1-12* seeds were light-treated for 6 hours followed by germination in dark for 24, 48, and 72 h. Either ruptured seeds (24 h) or etiolated seedlings with seed coat (48 h and 72 h) were harvested for qPCR analysis. Relative expression of each indicated gene was normalized to one of the three *KRAB* biological replicates at 24 h post germination. *PP2A* was used as reference standards. Each data point represents mean ( ± SD) from three biological replicates, each with three technical replicates. # and * represent a statistically significant reduction and upregulation, respectively, of indicated gene in *P1-12* compared to *KRAB* (Student’s *t*-test, *P* < 0.01 and differential expression (DE) changes > 2-fold).

To confirm the activation of RS and compromised ethylene signaling in dark-grown *P1-12* (+0.25 μM Dex) seedlings, we identified that one RS marker gene, *LHCB2.2*, and one *ACC SYNTHASE* (*ACS*) gene, *ACS2*, had a significantly lower expression in *P1-12* (+0.25 μM Dex) than in *KRAB* (+0.25 μM Dex) (**Figure 7**). Downregulation of *ACS2* could be also in part due to the reduction of *PIFs* since PIF4/5 have been discovered to positively regulate its expression (Song et al., 2018).

Unexpectedly, we found no significant difference of *MORF2* expression in 3-d-old dark grown seedlings (**Figure 7**). We therefore backtracked in 1- and 2-DAG seedlings. We identified a development-dependent upregulation of *PIF1*, *PIF4*, *PIL1*, *ACS2*, *LHCB2.2*, and *GLK2* in *KRAB* (+0.25 μM Dex) from 1-DAG to 3-DAG whereas this upregulation was significantly retarded in *P1-12* (+0.25 μM Dex). Contrastingly, the expression of *MORF2* declines more rapidly in *P1-12* (+0.25 μM Dex) than in *KRAB* (+0.25 μM Dex). In 2-DAG seedlings, *P1-12* (+0.25 μM Dex) had only 30.8% of the *MORF2* transcripts as detected in *KRAB* (+0.25 μM Dex). These findings suggested that a RS pathway was activated in early etiolated seedlings of *P1-12* (+0.25 μM Dex) due to rapid reduction of *MORF2*. Upon activation, it suppresses the expression of *PIFs*, at least *PIF1* and *PIF4* examined, which in turn upregulates GLK1 and downregulates ethylene signaling, thus promoting cotyledon opening. Of note, this activated RS also significantly upregulates the expression of *MPK3* but not *MPK6* in *P1-12* (+0.25 μM Dex) (**Figure 7**), which in part explained the activation of *ERFs* (**Table S12**).

### Antagonistic interaction between RS mediated by MORF2 and that induced by lincomycin

The opposite function in regulating cotyledon opening between RS mediated by MORF2 and that induced by lincomycin suggests their antagonistic interactions. To test this, we grew *P1-12* and *KRAB* seedlings on 1/2 MS medium supplemented with 0.25 μM Dex and lincomycin both in dark and in a constant dim light condition as previously described (Martin et al., 2016). As controls, we also treated the seedlings with NF and examined the skotomorphogenesis of *pifq* under the same treatments in dark.

Upon three days of germination in dark, we observed open cotyledons of *P1-12* (+0.25 μM Dex) and *pifq* (+0.25 μM Dex) seedlings grown under both mock (0.25 μM Dex only) and NF treatments (**Figure 8A**). However, their cotyledon opening responded differently to lincomycin treatment. While the cotyledon angles of *pifq* (+0.25 μM Dex) were closed by lincomycin treatment as previously reported (Martin et al., 2016), those of *P1-12* (+0.25 μM Dex) seedlings only reduced 54% (**Figures 8A, B**), suggesting that MORF2-mediated RS and lincomycin-induced RS antagonistically regulate cotyledon opening in dark.

Consistent with the previous discovery showing that lincomycin-induced RS enhances the ethylene pathway (Gommers et al., 2021), silver treatment opened the otherwise appressed cotyledons of lincomycin-treated *pifq* (+0.25 μM Dex) in dark. This enhancement along with the PIF pathways collaboratively retained the closure of cotyledons in dark-grown *KRAB* (+0.25 μM Dex) seedlings even after the silver treatment (**Figure 8B**). Contradictory, the impact of silver on the changes of cotyledon angles of dark-grown *P1-12* (+0.25 μM Dex) seedlings was negligible in all growth conditions (**Figure 8B**), further suggesting a compromised ethylene response in *P1-12* (+0.25 μM Dex).

**Figure 8:**
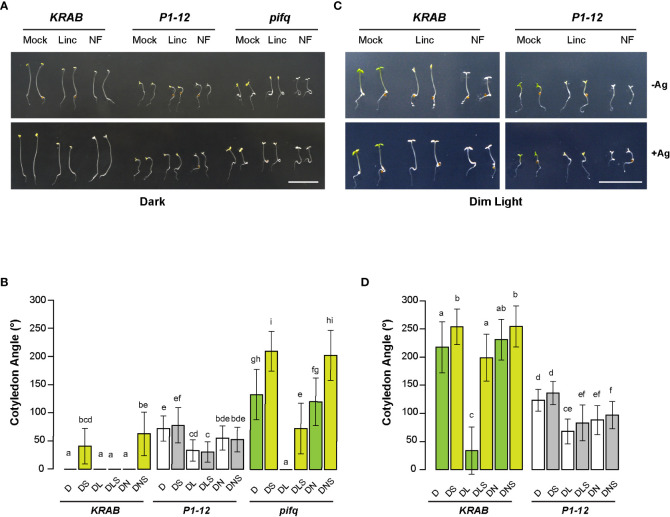
MORF2-dependent RS plays an antagonistic role to lincomycin-induced RS on plant photomorphogenesis. **(A)** Representative images of seedlings from indicated genotypes grown for 3 d in dark on media containing 0.25 μM Dex in the presence or absence of 5 μM AgNO3. Bar = 1 cm. **(B)** Quantitative analysis of cotyledon angle of seedlings shown in **(A)**. Different letters on the top of each bar indicate significant differences as analyzed in **Figure 6C** (n = 30-35). D: 0.25 μM Dex; L: 0.5 mM lincomycin; N: 5μM NF; S: 5 μM AgNO3. **(C)** Representative images of seedlings from indicated genotypes grown for 3 d under continuous dim light on media containing 0.25 μM Dex in the presence or absence of 5 μM AgNO3. Bar = 1 cm. **(D)** Quantitative analysis of cotyledon angle of seedlings shown in **(C)**. Different letters on the top of each bar and D, L, N, and S are indicated as in **(B)**.

The lack of silver sensitivity was also evident in light-grown *P1-12* (+0.25 μM Dex) seedlings (**Figures 8C, D**). While lincomycin-induced cotyledon closure was nearly inhibited by silver treatment in light-grown *KRAB* (+0.25 μM Dex) seedlings, only a non-significant increase was identified in sliver and lincomycin-treated *P1-12* (+0.25 μM Dex) seedlings. Consistent with the antagonistic interaction model, lincomycin treatment reduced cotyledon angles of *P1-12* (+0.25 μM Dex) seedlings significantly but not as severely as did it on *KRAB* (+0.25 μM Dex) seedlings (1.8-fold vs. 6.4-fold reductions, respectively). Of note, we observed no significant impact of NF on cotyledon angles of dark-grown *pifq* (+0.25 μM Dex) and light-grown *KRAB* (+0.25 μM Dex) seedlings. While the former was consistent with the previous study (Martin et al., 2016), the latter was not. We did not see any significant impact of NF on WT cotyledon angles either (**Figure S5**). This discrepancy could be caused by a mild impact of NF on photomorphogenesis and/or growth condition differences.

### High accumulation of ROS is concomitant with MORF2 reduction

To search for a potential downstream metabolic response to MORF2 reduction, we monitored the root tip hydrogen peroxide (H_2_O_2_) content in 4-d-old liquid-grown *P1-12* seedlings under constant light using CM-H2DCFDA (Wojtala et al., 2014). Upon staining, increasing concentrations of H_2_O_2_ became evidently detected in the root tip of *P1-12* seedlings upon 0.025 μM Dex treatment (**Figures 9A**, **S9A**). When Dex concentration increased to 0.25 μM, more than 3-fold higher of H_2_O_2_ content was detected in the root tip of *P1-12* seedlings than that without Dex treatment (**Figure 9B**). Consistent with the normal expression of *MORF2*, only a background level of H_2_O_2_ was detectable in the root tip of *KRAB* seedlings despite the Dex treatment (**Figures 9**, **S9B**). Hence, the increase of H_2_O_2_ in *P1-12* seedlings upon Dex treatment most likely resulted from the expression downregulation of *MORF2* but not from the ectopic expression of *dCas9-KRAB*. H_2_O_2_ has been known as one type of RS molecules (Exposito-Rodriguez et al., 2017). Its rapid upregulation upon *MORF2* transcriptional reduction in *P1-12* seedlings treated with Dex further supports a novel role of MORF2 in mediating RS.

**Figure 9:**
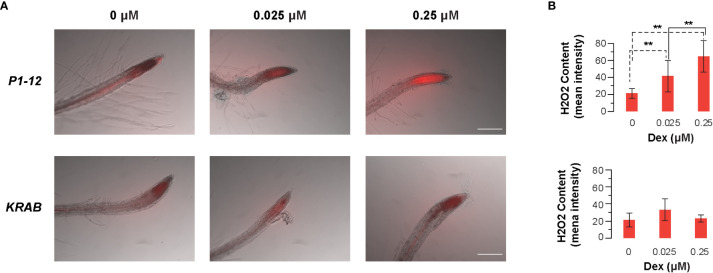
Dex-induced inhibition of *MORF2* through dCas9-KRAB-mediated transcriptional repression in *P1-12* increases accumulation of H_2_O_2_ in root tips. **(A)** Merged images of bright field (grayscale) and fluorescence (red pseudocolor) showing localization and accumulation of H_2_O_2_ at the root tip of 4-d-old *P1-12* and *KRAB* seedlings treated with different concentrations of Dex. H_2_O_2_ content was displayed by 2 μM CM-H2DCFDA for 10 min before microscopy examination. Fluorescence indicates the presence of H_2_O_2_. Scale bar = 100 μm. **(B)** Quantification of H_2_O_2_ content in root tips. To avoid the size verification of root tips, average fluorescence intensity of a fixed area (0.1 mm x 0.25 mm) that includes ~ 0.2 mm of root tip was measured using ImageQuant5.2 and used to reflect the relative H_2_O_2_ content. In total 10 seedlings were analyzed for each data point except for *KRAB* (+0.025 M Dex), in which 9 seedlings were analyzed. Fluorescence images of all the replicates are presented in **Figure S6**. **: P < 0.01 (Student's t-test, n=10).

## Discussion

In this study, we provided several lines of evidence demonstrating the complexity of RS pathways originated in chloroplasts and MORF2-mediated regulation of chloroplast development and functions. First, we developed a *dCas9-KRAB* inducible expression-based quantitative manipulation of endogenous genes in plants. To our best knowledge, this is the first report showing the application of CRISPRi in deciphering the function of a genetic hub gene. Second, our results uncovered a dosage-dependent (i.e., *MORF2* expression level) novel RS resource that plays an antagonistic role to lincomycin-induced RS in regulating plant morphogenesis. Third, we verified the roles of MORF2 in regulating both RS and RNA editing in chloroplasts.

### Application of iCRISPRi in quantitative reverse genetics studies

Because the *morf2*-1 and *morf2*-2 T-DNA null mutants showed multiple growth defects that are much severer than several other RNA editing mutants (**Figure S3**; Bisanz et al., 2003; Takenaka et al., 2012; Small et al., 2020), we thought that plants could be sensitive to the expression level of *MORF2*. To manipulate its expression, one could apply a post-transcriptional regulation such as RNA-interference or microRNA-mediated RNA degradation (Ostergaard and Yanofsky, 2004). Unfortunately, our overexpression analysis of *MORF2* discovered its strong co-suppression phenotype both in seedlings and adult plants (**Figure S2D**), which indicates that *MORF2* mRNA could be too susceptible to be quantitatively manipulated post-transcriptionally. Given the success of CRISPRi on gene expression regulation in human cells (Gilbert et al., 2014; Konermann et al., 2015), we explored this technology herein to avoid a potentially complex post-transcriptional regulation of *MORF2*. Through controlling the expression level of *dCas9-KRAB* repressor by a Dex-inducible promoter, we demonstrated our improved iCRISPRi method for quantitatively manipulating the transcription of *MORF2* (**Figures 1**, **2**). This new method provided a genetic tool for quantitative reverse genetics studies on hub genes in the future.

### Chloroplasts generate multiple RS pathways directing complex regulation of nuclear gene expression

Accumulating evidence indicates chloroplasts as a central organelle for stress sensing and response (Serrano et al., 2016; Crawford et al., 2018; Hu et al., 2020; Dopp et al., 2021; Li and Kim, 2022; Sierra et al., 2022). Given various types of stresses, chloroplasts most likely invoke different RS pathways to regulate the expression of nuclear genes in response to the stress signals. To date, multiple chloroplast metabolites, including intermediates from tetrapyrrole biosynthesis and MEP pathways, carotenoid derivatives, fatty acids, and ROS, have been proposed as chloroplast RS molecules (Dopp et al., 2021). While it is yet not clear about the signaling molecules involved in lincomycin and NF-induced RS pathways, several studies have demonstrated both overlapping and distinct responses triggered by these two chemicals. For example, the *gun* phenotype shown in NF-treated *MORF2* overexpression lines was not replicated by lincomycin treatment (Zhao et al., 2019). On the other hand, lincomycin-induced RS suppressed the constitutive photomorphogenic phenotype of *pifq* in dark whereas NF failed (Martin et al., 2016). Since lincomycin inhibits translation machinery in chloroplasts while NF impacts carotenoid biosynthesis (Ellis, 1970 and Frosch et al., 1979, respectively), it suggests that lesions of different chloroplast activities employ either distinct or different levels of RS pathways. Consistently, it was also proposed that acclimation response in chloroplasts involves time- and concentration-dependent composition of RS signal mix (Dietz, 2015; Chan et al., 2016). Therefore, it is not surprising to discover a MORF2 dosage-dependent RS pathway that plays an antagonistic role to the lincomycin-induced RS in plant morphogenesis regulation (**Figure 8**).

### MORF2 is a key RS effector with a large binding capacity

RS and RNA editing are two distinct gene expression regulatory pathways that influence the chloroplast proteome homeostasis. Their interactions had not been clear until the discovery of RNA-editing errors in NF-treated *gun1* mutant and *MORF2* overexpression plants (Zhao et al., 2019). It was proposed that RNA-editing errors might either perturb the expression of subunits for plastid-encoded RNA polymerase (PEP) or result in unfolded protein stress response in chloroplasts, hence, activating GUN1-dependent RS (Zhao et al., 2019). However, in our transcriptome-wide analysis, we did not find a significant defect of RNA-editing in all the known editing sites of the three PEP subunits in *P1-12* (+0.25 μM Dex) (**Table S3**). Instead, nine sites present in *ndhB*, *ndhD*, *ndhF*, *psbZ*, *rpl23*, and *rps14* showed perturbed RNA-editing efficiencies. Although we cannot rule out the possibility that the lethal phenotype of *morf2* is likely an accumulative effect of increasing RNA editing errors and RS response, we speculated that some defective growth phenotypes of *P1-12* (+0.25 μM Dex) might result from additional biochemical functions of MORF2. For example, the less than 15% reductions of RNA-editing efficiencies occurred in only five editing sites, including *ndhB* (two sites with 15.3 and 10.1% reductions), *psbZ* (one site with 9.8% reduction), and *rps14* (two sites with 5.1 and 4.0% reductions), might not have a profound growth effect. Consistent with our hypothesis, thirteen sites present in *accD*, *matK*, *ndhB*, *ndhD*, *ndhG*, *rpoB*, and *rps12* were found to have > 90% reductions of editing efficiencies in a T-DNA insertional mutant of *Organelle RRM protein 1*, *orrm1*. However, *orrm1* was shown to grow as normally as WT (Sun et al., 2013).

The essential role of MORF2 in RS could be attributed to its large array of binding partners in chloroplasts, such as MORF proteins (Zehrmann et al., 2015; Huang et al., 2019), PPR proteins involved in RNA-editing (Takenaka et al., 2012), GUN1 (Zhao et al., 2019), and multiple enzymes and regulators involved in tetrapyrrole biosynthesis (Zhang et al., 2014; Yuan et al., 2022). Its large binding capacity is consistent with its structural feature that can be divided into an N-terminal intrinsically disordered region and a peptidase inhibitor I9 domain-containing C-terminal region (Luo et al., 2017; Varadi et al., 2022). Both regions could be sticky to multiple interacting partners. Intrinsically disordered proteins have a one-to-many promiscuous binding capacity (Uversky, 2013), while peptidase inhibitor I9 members are known to function as molecular chaperones (Li et al., 1995). Interestingly, a recent work demonstrated that MORF2 possesses a holdase chaperon activity (Yuan et al., 2022). Therefore, we predicted that more MORF2-binding partners could be discovered in the future. Further supporting our discovery about the role of MORF2 in RS beyond RNA-editing, multiple MORF2-interacting enzymes and regulators involved in tetrapyrrole biosynthesis do not affect plastid RNA editing either (Yuan et al., 2022).

### A proposed model underlying the molecular function of MORF2

Given the holdase chaperon activity of MORF2 with a large binding capacity and the activation of RS pathways upon MORF2 reduction, we proposed that *MORF2* is a genetic hub gene for balancing plant growth and defense. Although the present study has not established a direct connection between ROS and RS in *P1-12* (+Dex), the rapid accumulation of ROS and upregulation of *MPK3* in *P1-12* (+Dex) indicate that ROS is one important type of metabolites downstream of MORF2 and that activation of MPK3 in cytoplasm relays the signal towards nucleus. The MORF2 dosage-dependent RS regulates not only nuclear genome-encoded chloroplast genes but also those associated with stress including three major groups of stress responsive transcription factors, *AP2-EREBPs*, *NACs*, and *WRKYs* (**Figures 3**, **4**). The finding of rapid reduction of *MORF2* transcripts upon development in normal dark-grown seedlings, such as *KRAB* (+0.25 μM Dex) (**Figure 7**), suggests that some MORF2-dosage dependent RS pathways are activated even in dark-grown WT seedlings. These RS pathways may help turn off skotomorphogenesis quickly upon the exposure of light. Its antagonistic role with lincomycin-induced RS pathways in plant morphogenesis further indicates the presence of a complex RS network. The former is activated in dark while the latter is involved in response to high light.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

ZH designed and supervised the research. MY, PD, ZG, PY, and ZH performed experiments. ZH analyzed the data and wrote the article. All authors contributed to the article and approved the submitted version.

# Supplementary material for: MORF2-mediated plastidial retrograde signaling is involved in stress response and skotomorphogenesis beyond RNA editing
**Source:** Front Plant Sci. 2023 Mar 28;14:1146922. doi: 10.3389/fpls.2023.1146922
**Supplement:** Supplementary file 1

Supplementary Figure Legends

Figure S1 | Different effects of three *sgRNA* genes containing protospacers *P1*, *P2*, and *M1* in directing dCas9-KRAB-mediated transcriptional repression of *MORF2*. **(A)** Representative images showing seedlings of different genotypes (right panel) grown on 1/2 MS media supplemented with DMSO (left panel) or with 5 μ M Dex (middle panel). *P1*, *P2*, and *M1* indicates plants transformed with *dCas9-KRAB* and a *sgRNA* gene containing *P1*, *P2*, or *M1* protospacer sequences, respectively. **(B)** Immunoblot analysis showing different reductions of both full-length (fl) and truncated (t) versions of *MORF2* in *P1*, *P2*, and *M1* transgenic seedlings compared to WT and *KRAB*. All seedlings were grown on 1/2 MS medium supplemented with 5 μ M Dex under LD for 7 d before analysis. Antibodies against HA were used to identify the protein abundance of dCas9-KRAB. Nearly equal protein loading was confirmed with anti-tubulin antibodies. The asterisk identifies an unknown cross-reacting species.

Figure S2 | *P1* protospacer is specific to *MORF2*. **(A)** List of six top off-target candidates of *P1* protospacer predicted by two programs as indicated. Red color highlights nucleotides in the sequence of an off-target that are different to the *P1* protospacer sequence. The “offTarget” and “Cas-OFFinder” programs were developed by Xie et al., 2017 and Bae et al., 2014, respectively. **(B)** Expression changes of five off-targets in *KRAB* and *P1-12* seedlings upon 0.25 μ M Dex treatment. The expression was determined based RNA-Seq analysis as described in Fig. 3. **(C)** A metadata analysis indicates a specific expression of *AT2G33420* in flower, pollen, and silique tissues. **(D)** Representative images showing the variegation phenotypes of *35S:MORF2-YFP* at seedling (top panel) and bolting (bottom panel) stages. **(E, F)** The growth of *P1-12* is restored in F1 seedlings by crossing with *35S:MORF2-YFP* better than with *35S:HA-YFP*. **(E)** Representative images showing seedlings of indicated genotypes germinated and vertically grown under LD on 1/2 MS media supplemented with DMSO (top panel) or with 0.25 μ M Dex (bottom panel) for 6 d. **(F)** Quantitative analysis of primary root length of seedlings shown in (E). The *P* values were calculated based on Student’s *t*-test between indicated pairs of samples. The maroon dots indicate eight data points of replicates in each bar.

Figure S3 | T-DNA insertion mutation results in severe defects in embryo development of *morf2-2* in addition to RNA-editing errors. **(A)** Seed development is retarded in *morf2-2*. Pictured are siliques from self-fertilized wild-type and heterozygous *morf2-2* plants. White arrowheads indicate seeds with retarded development. **(B, C)** Images showing retarded embryo development of *morf2-2*. While the WT embryo has entered the late globular (B) or

torpedo (C) stages, the *morf2-2* embryo is still at the 16-cell dermatogen (B) or heart (C) stages, respectively. Abnormal shapes with enlarged cotyledon primordia of *morf2-2* embryo appear at the heart stage (C). **(D)** Abnormal development of cotyledon and true leaves of *morf2-2*. Images of cotyledons (1-3) were taken from ~4-d-old seedlings and that of true leaves were taken from 20-d-old seedlings grown on 1/2 MS medium under LD. The image of 4-d-old WT seedling was included as a control. **(E)** The *morf2-2* is deficient in C to U conversion for the four RNA-editing sites of *ndhB*. Blue arrow heads point the cytidine sites with abolished editing effects. Genetic codons containing an editing site are capitalized and numbered.

Figure S4 | Dex treatment does not cause RNA-editing errors in 7-d-old light-grown seedlings of both WT and *KRAB*. Five RNA-editing sites of *ndhB* were analyzed as in Fig. 1H. Genetic codons containing an editing site are capitalized and numbered.

Figure S5 | NF does not inhibit photomorphogenesis of WT seedlings grown under dim light. The seedlings were grown and treated as in Fig. 8C-D. The data points of replicates are indicated with maroon dots (n = 60-70). Different letters on the top of each bar indicate significant differences as analyzed in Fig. 6C. D: 0.25 μ M Dex; M: 0.1% DMSO; L: 0.5 mM lincomycin; N: 5 μ M NF.

Figure S6 | Fluorescence images showing H₂O₂ accumulation in root tips of Dex-treated *P1-12* but not *KRAB* seedlings. Seedlings were grown under constant light in liquid 1/2 MS media supplemented with indicated concentrations of Dex for 4 d before examination under a Nikon E600 epifluorescence microscope. H₂O₂ content was detected by incubating the seedlings with 2 μ M CM-H₂DCFDA for 10 min. **(A)** Fluorescence images of root tips from *P1-12* seedlings treated with different concentrations of Dex. **(B)** Fluorescence images of root tips from *KRAB* seedlings treated as in (A).

How the deposited data were processed for this re-analysis (not part of the article)

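The samples were whole seedlings of the Col-0 lines P1-12 and KRAB, grown for 8 d in long days on medium with DMSO or Dex and sampled in 10 RNA-seq libraries, 2 per group of line and Dex dose (0, 0.025 or 0.25 μM in P1-12, 0 or 0.25 μM in KRAB). Each column of the count table was mapped to its condition by the label of the sample record, and no column was left without a sample.

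The authors trimmed the reads with Trimmomatic, aligned them to TAIR10 with TopHat2 and counted reads per gene with HTSeq; their versions and the strand setting are not given. The deposited values are raw counts per locus without normalization, as whole numbers whose totals differ between libraries. Of 33602 loci, 8820 have 0 counts in every library, and 32835 match a locus of the TAIR10.1 annotation, the only source of the coordinates given here, since the count table carries none. Totals run from 9139050 to 40544617 counts, a median of 22193 loci was detected per library, and the 10 most abundant genes took 3.76% to 6.92% of the counts. Where genes overlap, lie antisense to each other or have near-identical copies, the counts could be split or merged in the authors' counting, and such genes are uncertain. The MORF2 locus identifier was taken from general knowledge before the data were examined, and symbols come from the annotation and from lists written then.

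From the counts, log2 fold changes with their SE and p-values were computed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, a means model of the 5 groups, glmQLFit and glmQLFTest). The genes tested had a CPM above 2 in at least 9 libraries, as the paper states, which left 16721. An SDEG has an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.0001; for single genes and list members the adjusted p was under 0.05. The paper names edgeR but not which of its tests, and the quasi-likelihood test was chosen here. The biological coefficient of variation shared by the groups was 0.0654. The comparisons were P1-12 (+0.25 μM Dex) and P1-12 (+0.025 μM Dex) against P1-12 (+DMSO), P1-12 (+0.25 μM Dex) against KRAB (+0.25 μM Dex), KRAB (+0.25 μM Dex) against KRAB (+DMSO), P1-12 (+DMSO) against KRAB (+DMSO), and the interaction of line and Dex at 0.25 μM. On simulated counts for the same libraries, 200 genes were changed by known folds. The test called as SDEGs 100% of the 4-fold and 8-fold changes that passed the count filter, in each of 4 comparisons. The filter dropped some changed genes: of 50 8-fold changes, 40 were tested in P1-12 (+0.25 μM Dex) and 39 in P1-12 (+0.025 μM Dex). Between P1-12 (+DMSO) and P1-12 (+0.025 μM Dex) it called 36.7% of the tested 2-fold changes, which lie on the fold threshold itself. Of these 2-fold changes, 95.9% reached an adjusted p under 0.05. Overlaps were set beside those of independent lists, and the correlation and covariance of the fold changes of comparisons that share libraries beside 20 simulations of unchanged groups.

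Before the data were examined, 33 gene lists with 647 measured or unmeasured loci were written from general knowledge: salicylic acid and pathogen defence, jasmonate and ethylene defence, camalexin and indole glucosinolates, aliphatic glucosinolates, mitochondrial dysfunction stimulon, reactive oxygen response, chloroplast chaperones and proteases, cytosolic heat shock, senescence, sugar starvation, abscisic acid and dehydration, photosystems and light harvesting, Calvin cycle, tetrapyrrole and chlorophyll synthesis, carotenoid synthesis, methylerythritol phosphate pathway, starch and maltose metabolism, plastid transcription, plastid ribosomal proteins, plastid transcripts with examined editing sites, MORF family, GUN-related genes and GLK, ethylene synthesis and signalling, light signalling and MPK, mitotic cell cycle, anthocyanin and flavonoid synthesis, root markers, shoot markers outside photosynthesis, reference genes, MORF2 neighbours, and the WRKY, NAC and AP2/ERF families. Lists of plastid-encoded photosynthesis genes and of plastid genes read by the nuclear-encoded polymerase were left out, because no source at hand pairs their names with locus identifiers. For each list, members higher or lower were counted over all tested genes and adjusted over the list alone, and the 32 lists with at least 5 tested members were tested with camera (limma 3.58.1), with a preset correlation of 0.01 and with an estimated one, adjusted over the lists. Lists of the study (Tables S9, S10, S11 and S12) were read from its supplementary tables; all were chosen by the study, Tables S9, S10 and S12 on these samples. The log2 values in these tables of the study were seen before the counts, so the lists written here are not blind to the paper's results. The families were also tested with Fisher's exact test.

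The ethylene genes were tested in a fit of the 4 libraries of P1-12 (+DMSO) and P1-12 (+0.25 μM Dex), with a CPM above 0.5 in at least 3 libraries, and compared in sign with the median of the 3 data sets that Table S11 gives. The C and T counts of Table S3, pooled by the paper, were tested with Fisher's exact test at 34 sites. The P1 protospacer was searched on both strands of TAIR10.1 with up to 4 mismatches and an NGG motif.

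The genes named in the text were chosen by a rule fixed before the data were examined: the 10 up- and 10 downregulated SDEGs with the largest change in each Dex comparison and between the lines, every gene the paper names in its results on these samples, up to 4 members of each list with the largest change that passed the test and up to 2 that did not, and the 10 genes with the smallest adjusted p of the interaction. AT5G52810, AT3G45010 and the ethylene gene ORS1 were added after their values were seen.

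Alternatives were DESeq2 size factors or total counts only in place of TMM, no filter or a CPM above 0.5 in at least 2 libraries, the Wald test of DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, only the libraries of the groups compared, the replicate number as a block, each library left out in turn, nuclear genes only, an adjusted p under 0.01, an estimated correlation, the 10-library fit for the ethylene genes, and other adjustments of the editing tests. Thinning every library to 9139050 counts, the exact test with an adjusted p under 0.01, a split of the libraries that 2 comparisons share, and the editing test between the DMSO controls of both lines were added after seeing the data. GO enrichment, the qPCR, protein and growth measurements, dark-grown seedlings, and the NF, gun1-9 and morf2-2 transcriptomes were not analysed here.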

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

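All the tests that weigh explanations in this part were chosen after the results were seen, while the counts of genes were planned before.

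The Dex response differed between P1-12 and KRAB for 1643 genes by edgeR's interaction test, a difference between groups. GAT1_2.1 stands out among them, as the Dex responses of the lines run in opposite directions and differ by 3.59 (SE 0.15, adjusted p = 2.87e-09 in edgeR). Without Dex, 2 genes were higher in P1-12 than in KRAB, a comparison the paper does not report. The 3 measured mitochondrion-encoded genes, which the paper does not discuss, were SDEGs in P1-12 (+0.25 μM Dex) with a median log2 fold change of 2.11, against 0.19 in P1-12 (+0.025 μM Dex) and 0.14 in KRAB (+0.25 μM Dex), and their share of the counts was 0.328% and 0.255% in the libraries of P1-12 (+0.25 μM Dex) against 0.0693% and 0.0691% in those of P1-12 (+DMSO). Neither the paper nor the sample records state how RNA was selected for the libraries, so a change in selection or RNA stability is not excluded for organelle transcripts.

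The Z-scores of Table S11 place P1-12 (+0.25 μM Dex) opposite to ethylene for 111 of 128 genes, while most of these genes have the sign of ethylene in their fold changes. Centring each gene on the mean of its 4 values gives the smallest of them the opposite sign, and 79.5% of the genes with the sign of ethylene (66 of 83 by the log2 fold changes of the table) have an opposite Z-score; shuffling the P1-12 (+0.25 μM Dex) changes over the genes gave 117 opposite Z-scores on average (107 to 125 in 1000 shuffles). If P1-12 moved these genes against ethylene, most that passed edgeR's test would be opposite, but 25.7% were, and a rotation test that allows for genes moving together (fry, two-sided) put the signed changes of all 128 with ethylene (p = 0.00606), though the set tests against all other genes lose their call with an estimated correlation. A candidate explanation of the opposite Z-scores is thus the smaller size of the changes in P1-12 (+0.25 μM Dex), which were smaller than those of all 3 data sets for 88 genes. The test uses the same genes that showed the pattern and says nothing about dark-grown seedlings.

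Genes upregulated in P1-12 (+0.025 μM Dex) are also higher in KRAB (+0.25 μM Dex) more often than other genes, although MORF2 was not detectably lower at 0.025 μM Dex in these libraries, while the paper's qPCR on other samples found it lower. Of the 72 genes, 32 (44.4%) were higher in KRAB (+0.25 μM Dex) at an adjusted p under 0.05, against 2.06% of all tested genes. The odds ratio was 41.8 (95% interval 25.1 to 69.3, Fisher's exact test, two-sided, p = 3.38e-35). Genes that move together count as separate in this test, so its p and interval measure no spread between libraries. The counts point to a part of the rise that lines differing in the sgRNA share. A response as strong in KRAB is argued against as the whole of the rise. For this, 20 genes were chosen as upregulated on 1 replicate of P1-12 (+0.025 μM Dex) and P1-12 (+DMSO). In the other replicate, their log2 fold change exceeded that in KRAB (+0.25 μM Dex) by a median of 1.57 and 1.55 (replicate 1 and 2 chosen on in turn). KRAB had the higher dose. Each of these P1-12 groups then holds 1 library, so its own spread is not measured. Of the 16 genes upregulated in KRAB (+0.25 μM Dex), which were chosen for their rise there, 5 rose more in KRAB (+0.25 μM Dex) and 2 more in P1-12 (+0.025 μM Dex). Dex, its activator protein and free dCas9-KRAB are present together in both lines and were not tested apart, and the difference between the lines stays open between the P1 sgRNA and other differences of the transgenic lines.

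Photosystem and light-harvesting genes fell together in P1-12 (+0.25 μM Dex), and a smaller share of shoot tissue or the scaling between libraries could give such a fall. A smaller shoot share would raise root markers alike, yet 2 of 11 root markers were higher, such as PIN2 (0.47, SE 0.09), and 4 lower, such as NRT2.1 (−2.92, SE 0.42) and PRP3 (−0.96, SE 0.18), with a median of −0.00. With total counts only, which moves the median of all genes by 0.11, the list's median was −1.27, so scaling does not account for the fall. The quartiles of these genes were −1.65 and −1.21 and those of the shoot markers outside photosynthesis −1.59 and −0.46. These ranges overlap and were not tested against each other. The paper reports shorter primary roots and a lower density of lateral roots with Dex in P1-12 and not in KRAB. The sizes and ages of the organs sampled were not tested here, and the cause stays open.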

How the results depend on the processing

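The alternatives were fixed before the data were examined, except thinning the libraries, the exact test with an adjusted p under 0.01 and the split of shared libraries, which were chosen after seeing the data. MORF2 in P1-12 (+0.25 μM Dex) and its interaction were lower under each alternative, with log2 fold changes of −1.14 to −1.04 and −1.12 to −1.02 when 1 library was left out, and −0.14 to −0.08 at 0.025 μM Dex, never past the test. In KRAB, where MORF2 was not called, its sign turned with total counts only (0.0262), with thinning (0.0379) and with a library left out (−0.0660 to 0.0269); the cause was not tested. Of the called genes named in the text, each kept its direction; 1985 gene values kept their call with a library left out and 15 lost it, and under the other alternatives 2182 kept and 4 lost it. Counts of list members stayed within 1.5 times in 1125 and 1323 cases and moved in 204 and 150; with an estimated correlation 34 set tests kept their call and 64 lost it. A left-out library leaves 1 in its group, which is assumed to vary like the other groups. Small changes are partly missed: of simulated 1.5-fold changes, 70% in P1-12 (+0.25 μM Dex) and 58% in P1-12 (+0.025 μM Dex) reached an adjusted p under 0.05 in edgeR.

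At the thresholds of an SDEG, up- and downregulated counts are given in that order. With total counts only, 1 was downregulated in P1-12 (+0.025 μM Dex) and 1 shared with P1-12 (+0.25 μM Dex); this scaling moves the median of P1-12 (+0.25 μM Dex) by 0.11 and the upregulated share of its SDEGs from 42.4% to 52.0%. No filter, which tests more genes, gave 1556 upregulated in P1-12 (+0.25 μM Dex), 215 and 62 in P1-12 (+0.025 μM Dex) (197 and 53 shared with P1-12 (+0.25 μM Dex)), 1435 upregulated against KRAB (+0.25 μM Dex) (1234 shared), 155 and 9 in KRAB, 23 and 1 between the lines without Dex, and 2829 for the interaction. The Wald test of DESeq2 gave 8 downregulated in P1-12 (+0.025 μM Dex) (8 shared) and 36 and 2 in KRAB. For P1-12 (+0.025 μM Dex), the shared genes and KRAB, edgeR's exact test gave 134 and 12, 126 and 12, and 56 and 3, its likelihood ratio test 135 and 12, 127 and 12, and 57 and 3, an adjusted p under 0.01 136 and 12, 127 and 12, and 58 and 3 (interaction 2501), and the exact test with an adjusted p under 0.01 158 and 25, 142 and 21, and 73 and 5. Only the libraries of the groups compared gave 5 downregulated in P1-12 (+0.025 μM Dex) (5 shared), and 1 and 0 in KRAB by edgeR. With the libraries of the shared group split between the comparisons, 37 and 6 or 47 and 1 SDEGs were shared by both doses, and 648 and 825 or 652 and 770 by P1-12 (+0.25 μM Dex) against P1-12 (+DMSO) and against KRAB (+0.25 μM Dex). The replicate numbers pair no samples; with the replicate number as a block, 1 was downregulated in P1-12 (+0.025 μM Dex) (1 shared), and the replicate differences of the groups had correlations of −0.127 to 0.0710. In P1-12 (+0.25 μM Dex) against P1-12 (+DMSO), no WRKY gene was downregulated by edgeR, an odds ratio of 0 that did not pass Fisher's exact test (adjusted p = 0.0712) and passed with no filter (0.00917) and the lower filter (0.0208), while edgeR's exact test gave 0.229 (0.220); against KRAB (+0.25 μM Dex), 1 WRKY gene was downregulated. Editing sites numbered 15 in P1-12 (+0.25 μM Dex) and 5 in KRAB with Benjamini-Hochberg adjustment, and with Bonferroni over all 3 comparisons 8 in P1-12 (+0.25 μM Dex), 2 in P1-12 (+0.025 μM Dex) and 0 in KRAB (Fisher's exact test). The cause was not tested.

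With 1 library left out, upregulated SDEGs ran from 781 to 1004 and downregulated ones from 986 to 1358 in P1-12 (+0.25 μM Dex), 32 to 86 and 0 to 8 in P1-12 (+0.025 μM Dex) (edgeR), 32 to 83 and 0 to 6 for those shared, 793 to 968 and 898 to 1231 against KRAB (+0.25 μM Dex) (664 to 822 and 826 to 1122 shared), 3 to 44 and 1 to 3 in KRAB, and 1 to 3 upregulated between the lines. The interaction ran from 1090 to 1563 genes and the ethylene genes with the sign of ethylene from 77 to 85, 50 to 56 among the 64 to 70 that passed. The odds ratios among upregulated SDEGs ran from 8.45 to 9.99 for WRKY, 8.24 to 10.8 for NAC and 6.58 to 9.88 for AP2/ERF. Without P1-12 (+0.025 μM Dex) replicate 2 no SDEG was downregulated in P1-12 (+0.025 μM Dex) by edgeR, so the shared percentage has no value.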

Differences from the paper's values

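The counts below use the thresholds that the paper states for SDEGs, an at least 2-fold change and FDR under 0.01%. Table S12, however, lists 25 SDEGs of P1-12 (+0.025 μM Dex) of which 6 carry an FDR above 0.0001 (up to 0.00292). At least this list was thus not made at the stated FDR. The gaps below are then not a comparison at a threshold known to be the same. For P1-12 (+0.25 μM Dex) against P1-12 (+DMSO), the paper gives 1131 upregulated and 1602 downregulated SDEGs. The exact test with an adjusted p under 0.01, chosen after seeing the values, gives 1129 and 1602. The paper's counts may thus rest on an FDR of 0.01 rather than 0.0001.

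For P1-12 (+0.025 μM Dex) against P1-12 (+DMSO), the paper gives 161 upregulated SDEGs and 72 were found here; with no filter (215), edgeR's exact test (134), its likelihood ratio test (135) or an adjusted p under 0.01 (136), all set before the data were examined, the count falls within 1.5 times the paper's, and with the other settings tried before (59 to 104) it does not. The exact test with an adjusted p under 0.01, chosen after seeing the values, gives 158, and under it 4 of the 46 genes of Table S9 and 1 of the 25 of Table S12 are not called. The paper gives 27 downregulated SDEGs and 2 were found here. None of the settings fixed before the data were examined closes this gap (1 to 12, and 62 with no filter). Of the settings chosen after seeing the values, this exact test gives 25. Thinning the libraries gives 2 downregulated and 80 upregulated SDEGs and closes neither gap.

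For KRAB (+0.25 μM Dex) against KRAB (+DMSO), the paper gives 80 upregulated SDEGs and 16 were found here. EdgeR's exact test (56), its likelihood ratio test (57) and an adjusted p under 0.01 (58) fall within 1.5 times. The other settings fixed before the data were examined (1 to 36, and 155 with no filter) do not. Among settings chosen after seeing the values, the exact test with an adjusted p under 0.01 gives 73. The paper gives 5 downregulated SDEGs and 1 was found here. None of the settings fixed before closes the gap (0 to 3, and 9 with no filter), and the exact test with an adjusted p under 0.01 gives 5.

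For the overlap of P1-12 (+0.025 μM Dex) with P1-12 (+0.25 μM Dex), the paper gives 145 upregulated SDEGs and 71 were found here; no filter (197), the exact test (126), the likelihood ratio test (127) and an adjusted p under 0.01 (127) come within 1.5 times, the other settings fixed before (57 to 96) do not, while, among settings chosen after seeing the values, the exact test with an adjusted p under 0.01 gives 142 and the split of the shared controls 37 and 47. For the downregulated overlap, the paper gives 22 and 2 were found here. None of the settings fixed before closes the gap (1 to 12, and 53 with no filter). Among settings chosen after seeing the values, the exact test with an adjusted p under 0.01 gives 21 and the split 6 and 1.

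Of the genes in Table S11, the paper describes 128 as differentially expressed in P1-12 (+0.25 μM Dex), without a threshold for this count. Here all 128 passed the expression filter and 74 an adjusted p under 0.05. The log2 fold changes of that table include −9.74e-05 for AT5G02230 and 0.00762 for MYB14. The 128 thus hold genes with hardly any change and are not a count like the 74. The 10-library fit, fixed before the data were examined, does not bring the counts together. The 25 genes of Table S12 are SDEGs of P1-12 (+0.025 μM Dex) in the paper, 19 of them with an FDR under 0.0001 there, and 9 are SDEGs here; with no filter (22), edgeR's exact test (18), its likelihood ratio test (18) or an adjusted p under 0.01 (18) the count falls within 1.5 times the paper's, the other settings fixed before do not, and the exact test with an adjusted p under 0.01, chosen after seeing the values, gives 24. Of the 46 genes of Table S9, 37 are SDEGs here, 45 with no filter, 41 with the exact or the likelihood ratio test and 42 at an adjusted p under 0.01.

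In direction, the paper describes the ethylene-regulated genes as moving against ethylene in P1-12 (+0.25 μM Dex); here 82 of 128 had the sign of ethylene and 46 the opposite, and by the log2 fold changes that Table S11 itself gives, 83 and 45. The paper's qPCR finds MORF2 lower at 0.025 μM Dex, where it did not pass the test in these libraries; the samples and the assay differ, and a small fall is not excluded here. The Results of the paper give 8 changed editing sites in P1-12 (+0.25 μM Dex), while its Discussion and the adjusted p of Table S3 give 9. The same 9 were found here, but with the paper's own test on its pooled counts, so they are no independent check.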

Other observations

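Aliphatic glucosinolate genes fell in P1-12 (+0.25 μM Dex), 8 of 9 measured, and 1 rose, with a median log2 fold change of −2.02, CYP83A1, which makes the core structure, at −4.78 (SE 0.17, adjusted p = 7.75e-11) in edgeR (n = 2) and the transporter gene BAT5 at −3.58 (SE 0.23); the adjusted p was 0.0966 with an estimated correlation. In KRAB 2 of them rose (3 adjusted over the list alone), and the Dex response of 8 was more negative in P1-12, while 14 were lower in P1-12 (+0.25 μM Dex) with no filter. Genes of the mitotic cell cycle fell in P1-12 (+0.25 μM Dex), 23 of 25, with the spindle protein gene PLE at −1.62 (SE 0.12) and the cyclin genes CYCB1;1 at −1.49 (SE 0.18) and CYCA1;1 at −1.49 (SE 0.12), and CYCD3;3 rose by 0.48 (SE 0.09) (adjusted p = 0.057 with an estimated correlation). All 17 plastid ribosomal protein genes were downregulated SDEGs in P1-12 (+0.25 μM Dex), such as GHS1 (−2.02, SE 0.07) and PRPL11 (−1.99, SE 0.07), and 12 fell in P1-12 (+0.025 μM Dex) (17 adjusted over the list alone), but 5 without P1-12 (+DMSO) replicate 2, 7 with total counts only, and no fall passed edgeR's test without P1-12 (+DMSO) replicate 1 or P1-12 (+0.025 μM Dex) replicate 2 (adjusted p = 0.078 in P1-12 (+0.25 μM Dex) with an estimated correlation). Plastid transcription genes fell in 17 of 19 cases and rose in 2 in P1-12 (+0.25 μM Dex), with TRX z at −1.95 (SE 0.11), the iron superoxide dismutase genes FSD2 at −1.84 (SE 0.14) and FSD3 at −1.63 (SE 0.09) and the sigma factor gene SIG4 at −1.93 (SE 0.14) (adjusted p = 0.057 with an estimated correlation).

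Of 11 chloroplast chaperone and protease genes, 8 fell and 1 rose in P1-12 (+0.25 μM Dex): the chaperonin genes CPN60B (−2.04, SE 0.08) and CPN60A (−1.77, SE 0.08) were lower and CLPD (1.23, SE 0.08) higher (adjusted p = 0.158 with an estimated correlation). Among 9 measured GUN-related and GLK genes, 5 fell and 2 rose (adjusted p = 0.198 with an estimated correlation), with HY2, a phytochromobilin synthase gene, at −0.86 (SE 0.12). Of 17 ethylene synthesis and signalling genes, 10 rose and 3 fell, with the negative regulators EBF2 (1.07, SE 0.07) and CTR1 (0.81, SE 0.08) and the receptor gene EIN4 (0.83, SE 0.08) higher (adjusted p = 0.198 with an estimated correlation). Light signalling and MPK genes were split, 4 of 11 higher and 4 lower, with PIF4 at −1.19 (SE 0.12), PIF1 at −0.59 (SE 0.13), HB-2 at −1.30 (SE 0.20) and PHYA at 0.97 (SE 0.08) in these light-grown seedlings. ACS2, an ethylene synthesis gene below the count filter, had a log2 fold change of −1.10 (SE 0.38, adjusted p = 0.0264 in edgeR with the lower filter, n = 2), and PIL1 of −1.36 (SE 0.61, adjusted p = 0.0766). Of the 6 reference genes, ACT2 was higher (0.46, SE 0.08) and PP2AA3, a subunit of PP2A, lower (−0.25, SE 0.07) in P1-12 (+0.25 μM Dex) at an adjusted p under 0.05 in edgeR, and PP2AA3 did not pass with total counts only (adjusted p = 0.132) or without P1-12 (+DMSO) replicate 1 (0.0684). Of 47 plastid-encoded genes, 20 were higher and 18 lower in P1-12 (+0.25 μM Dex) (median −0.07), 2 lower in P1-12 (+0.025 μM Dex) and 6 lower in KRAB (+0.25 μM Dex) (median −0.40), with the same limit of RNA selection as for the mitochondrion-encoded genes.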
